# Neuroprotective Effect of miR-483-5p Against Cardiac Arrest-Induced Mitochondrial Dysfunction Mediated Through the TNFSF8/AMPK/JNK Signaling Pathway

**DOI:** 10.1007/s10571-022-01296-3

**Published:** 2022-10-20

**Authors:** Qiang Zhang, Haohong Zhan, Cong Liu, Chenyu Zhang, Hongyan Wei, Bo Li, Dawang Zhou, Yuanzheng Lu, Shaomin Huang, Jingge Cheng, Shuhao Li, Chuyue Wang, Chunlin Hu, Xiaoxing Liao

**Keywords:** Cardiac arrest, miR-483-5p, Mitochondrial biogenesis, Oxidative stress

## Abstract

Substantial morbidity and mortality are associated with postcardiac arrest brain injury (PCABI). MicroRNAs(miRNAs) are essential regulators of neuronal metabolism processes and have been shown to contribute to alleviated neurological injury after cardiac arrest. In this study, we identified miRNAs related to the prognosis of patients with neurological dysfunction after cardiopulmonary resuscitation based on data obtained from the Gene Expression Omnibus (GEO) database. Then, we explored the effects of miR-483-5p on mitochondrial biogenesis, mitochondrial-dependent apoptosis, and oxidative stress levels after ischemia‒reperfusion injury in vitro and in vivo. MiR-483-5p was downregulated in PC12 cells and hippocampal samples compared with that in normal group cells and hippocampi. Overexpression of miR-483-5p increased the viability of PC12 cells after ischemia‒reperfusion injury and reduced the proportion of dead cells. A western blot analysis showed that miR-483-5p increased the protein expression of PCG-1, NRF1, and TFAM and reduced the protein expression of Bax and cleaved caspase 3, inhibiting the release of cytochrome c from mitochondria and alleviating oxidative stress injury by inhibiting the production of ROS and reducing MDA activity. We confirmed that miR-483-5p targeted TNFSF8 to regulate the AMPK/JNK pathway, thereby playing a neuroprotective role after cardiopulmonary resuscitation. Hence, this study provides further insights into strategies for inhibiting neurological impairment after cardiopulmonary resuscitation and suggests a potential therapeutic target for PCABI.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s10571-022-01296-3.

## Introduction

The consequences of cardiac arrest (CA), including brain injury after resuscitation, are often fatal. It has been reported that only 3–7% of recovering re-establish the neurological state they exhibited before cardiac arrest (Lilja et al. 2015). There is a need to improve neurological outcomes and the quality of life for cardiac arrest survivors as more people survive cardiac arrest. Neuronal mitochondria play central roles in the pathophysiological processes of cardiopulmonary resuscitation (Lou et al. 2021). Ischemia–reperfusion injury is primarily induced by mitochondrial reactive oxygen species (ROS) generated after cardiac arrest. Inhibiting mitochondrial ROS levels reduced neuronal myocardial oxidative stress after the return of spontaneous circulation (ROSC) (Jeggo et al. 1985; Wang et al. 2021). Mitochondria can also control cell death via the induction of apoptosis by releasing cytochrome c after injury (Nhu et al. 2021). Adaptive responses play a role in maintaining mitochondrial function when neurons are exposed to oxygen and glucose deprivation and reoxygenation (OGD/R). These strategies include mitochondrial fission and fusion, mitophagy, and mitochondrial biogenesis, which restore neurovascular homeostasis (An et al. 2021). Therefore, preventing mitochondrial injury after cardiopulmonary resuscitation may be an important strategy for reducing neurological damage after cardiopulmonary resuscitation.

MiRNAs are short nonprotein-coding RNA molecules that are evolutionarily conserved and ubiquitously expressed. Numerous studies have reviewed the role of miRNAs in regulating neuronal apoptosis, regeneration, the plasticity of neurons, and inflammation after cardiac arrest (Roitbak 2020). Due to the stability of miRNAs in the bloodstream and their function in regulating neurological impairment after ischemia‒reperfusion injury, miRNAs have been the most promising newly discovered biomarkers and therapeutic targets of postcardiac arrest that may be used to alleviate neurological impairment (Stammet 2017). In this work, we found that the level of miR-483-5p was correlated with the prognosis of neurological dysfunction through Gene Expression Omnibus (GEO) database screening. However, it is unclear whether miR-483-5p affects the fate of nerve cells after cardiopulmonary resuscitation. The literature shows that the abnormal expression of miR-483-5p is associated with the quality control of mitochondria and with nervous system diseases (Nagaraj et al. 2021; Vazquez et al. 2013). Fan et al. found that miR-483-5p determined mitochondrial fission in tongue squamous cell carcinoma by targeting FIS1 (Fan et al. 2015). Additionally, miR-483-5p upregulated peroxisome proliferator-activated receptor gamma (PPARγ) in stromal cells (Wang et al. 2022), and this effect was closely related to mitochondria and neuroplasticity (Cheng et al. 2010).

TNFSF8 (also known as CD30L and CD153) is a member of the tumor necrosis factor receptor superfamily (TNFSF) (Shinoda et al. 2015) and is primarily expressed in immune system cells (Sun et al. 2013). Similar to TNF-a, TNFSF8 is a product of activated monocytes/macrophages and shows classical pleiotropic cytokine activities. Here, our study found that TNFSF8 was also expressed in neurons and it is the target gene of miR-483-5p. The prominent role of TNFSF in neurological disorder has been already demonstrated in different studies, targeting the miRNA-155/TNFSF10 network restrains inflammatory response in the retina of Alzheimer’s disease, TNFSF12 could promote mitochondrial fusion (Burgaletto et al. 2021; Shunkina Skuratovskaia et al. 2021). In summary, the causal mechanisms are unclear even though the potential role for miR-483-5p in nervous system function after ischemia‒reperfusion injury has been found to be related to mitochondrial dynamics.

Mitochondrial biogenesis is part of mitochondrial quality control and is closely related to oxidative stress levels, mitochondrial-dependent apoptosis after ischemia‒reperfusion (I/R) injury. The activation of mitochondrial biogenesis protects neurons from damage (He et al. 2020a, b). Many cell types, tissues, and disease states have been associated with aberrant AMPK/JNK translocation, including oxidative stress, apoptosis, autophagy, and cell death (Dong et al. 2020; Zhang et al. 2020a, b). However, further study is needed to explore the role played by the AMPK/JNK pathway after cardiac arrest, as miR-483-5p may function in regulating mitochondrial quality control (Hayakawa et al. 2016). The present study was focused on the relationship between mitochondrial dysfunction after cardiac arrest and neuroprotective effects conferred by miR-483-5p and the role that the TNFSF8/AMPK/JNK signaling pathway may play in this process.

## Materials and Methods

### Microarray Data Source Identification of mDEGs

The expression profile data in this study were downloaded from the GEO public database (http://www.ncbi.nlm.nih.gov/geo/); GSE74198 and GSE34643 are miRNA datasets related to the prognosis of neurological function after cardiac arrest. The cerebral performance category (CPC) score has been widely used to evaluate the neurological function of patients with craniocerebral injury. In this study, a CPC score 1–2 was considered an indicator of a good neurological function, and a CPC score of 3–5 was considered an indicator of poor neurological function. The datasets were analyzed with the DEq2 package and limma R package in R language (4.0 vision). The miRNAs were differentially expressed in patients with good and poor outcomes in the two datasets. The screening conditions were set as a *P* value < 0.05 and an absolute value of LogFC > 0.7.

### RNA-Seq Analysis and Functional Enrichment Analysis

Using Illumina HiSeqTM 2000, raw reads in fastq format were processed. Clean data were acquired by removing reads containing poly-N in the raw data, adapters, and low-quality sequences. The expression level of mRNA was calculated using RSEM (RNA-Seq by Expectation Maximization) (v1.3.1) and normalized to FPKM (fragments per kilobase per million reads) (Li and Dewey 2011). The sequencing results were stored with the GSE209531 database (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE209531). Edge R software was used to analyze differential mRNA expression between the two groups (Robinsonet al. 2010). Differentially expressed mRNAs were identified on the basis of a | log2ratio |> = 1 and *P* value < 0.05. Enrichment analysis of Gene Ontology (GO) categories and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways were performed using WebGestalt online software (http://www.webgestalt.org). The WebGestalt database was used to annotate and visualize GO terms and KEGG pathways (Zhong et al. 2022). We identified independent predictors of a neurological outcome using binary logistic regression. The sva package with the ComBat function was used for removing batch effects in the two databases. Then, the four selected miRNAs were subjected to logistic regression analysis.

### Cell Culture, OGD/R Model, and Cell Viability

PC12 cells were purchased from iCell Bioscience Inc., Shanghai and cultured in Dulbecco’s modified Eagle’s medium (DMEM, Gibco, Cat. 12100046, Carlsbad, CA, USA) with 10% fetal bovine serum (Gibco, Cat. 10099-141, NY, USA) and 1% penicillin‒streptomycin (Gibco, NY, USA). PC12 cells were inoculated into 6-well plates at a density of 5 × 10^6^ cells per well. To establish an ischemia-like condition, PC12 cells seeded in glucose-free medium were exposed to hypoxic conditions for 4 h with 1% O_2_, 5% CO_2_, and 94% N_2_. Cells were then incubated with normal culture medium and reoxygenated for 6 h according to the methods in a previous study before functional assays were performed (Yang et al. 2020). The miR-NC-mimics, miR-483-5p mimics, miR-NC-inhibitor, miR-483-5p inhibitor, si-TNFSF8, si-USP25, si-ATN1, and si-NC (GenePharma, Shanghai, China) were transfected into PC12 cells using a Lipofectamine 3000 kit (Invitrogen, Cat. 11668-027, CA, USA) when the cell confluence reached 50–60%. After 48 h of transfection, the cells were subjected to oxygen–glucose deprivation/reperfusion (OGD/R). The JNK activity inhibitor d-epigalbacin (MCE, Cat. 84709-25-1, NJ, USA) and doxorubicin (MCE, Cat. HY-15142A, NJ, USA) were used at the indicated concentrations. The viability of the PC12 cells was measured with a CCK-8 kit (Dojindo, Cat. GB707, Kumamoto, Japan). PC12 cells were seeded in 96-well plates and cultured for 24 h. The absorbance (450 nm) value of the solution was assessed with a microplate reader (BioTek, Winooski, USA).

### Animal Care and Treatment Groups

This research was approved and supervised by the Institutional Animal Care and Use Committee of Sun Yat-sen University (Approval number: SYSU-IACU-2022-001232). As progesterone is a neuroprotective steroid, it reduces proinflammatory cytokine expression and improves neurological outcomes after cardiac arrest (Espinosa-Garcia et al. 2020). In order to eliminate the interference of progesterone, sixty male adult Wistar rats (350–400 g) were obtained from the Animal Experimental Center of Southern Medical University. Food and water were available ad libitum, and three animals were housed in each cage. The animals were randomly divided into five groups: sham group, CA+miR-NC group, CA+miR-Sponge NC group, CA+miR-483-5p group, and CA+Sponge miR-483-5p group. According to the manufacturer’s instructions, an adeno-associated virus-9 (AAV-9, Hanheng, Shanghai, China) system was used to enhance or inhibit the expression of miR-483-5p. A nontargeting scrambled negatively matched shRNA was used as the control. After adequate anesthesia with pentobarbital (40 mg/kg), the animals were placed on a stereotaxic apparatus. A total of 10 μL of the virus were injected intraventricularly at a rate of 0.3 μL/min 3 weeks before the establishment of CA models. Lateral ventricle injection localization was performed as followed: bregma: 1.0 mm lateral, 1.5 mm posterior, and 3.1 mm below the dural surface. Four weeks later, the rats were weighed and anesthetized with 4% sodium pentobarbital.

### Cardiac Arrest Model

Our study involved a 10-min asphyxiation-induced cardiac arrest and cardiopulmonary resuscitation model (Geocadin et al. 2002). When the rats reached 350 g, they were anesthetized with 3% pentobarbital (40 mg/kg) prior to intubation. Intravascular catheters (PE50, Smiths Medical, Ashford, UK) were inserted into the right femoral artery and vein for dynamic blood pressure monitoring and drug delivery. After the connection of a cardiac electrical monitor, the rats were given an intravenous injection of vecuronium (MERCK, Cat. 50700-72-6, Darmstadt, Germany, 3 mg/kg). CA was defined as an average arterial pressure < 30 mmHg. After 10 min, the rats were given extracardiac compression (200 times/min) with ventilator-assisted ventilation (tidal volume: 5 mL, 80 times/min). Then, the rats were given an intravenous injection of adrenaline 0.02 mg/kg once every 3 min until the circulation in the rats returned to normal. Return of spontaneous circulation was defined as the rise of the mean arterial pressure (MAP) to at least 60 mmHg for more than 10 min. The ventilator was removed after the rats resumed spontaneous breathing. In the sham group, the rats were treated with pentobarbital (40 mg/kg) and intubated and then, the femoral vein and femoral artery were catheterized.

### Live/Dead Cell Staining

We used a Live/Dead Cell Double Staining Kit (APExBIO, Cat. K2081, USA) to detect the effects of miR-483-5p on PC12 cells. PC12 cells were cultured in six-well plates for 24 h and then transfected with miRNA mimics or miRNA inhibitors. After OGD/R induction, samples were washed twice with phosphate-buffered saline (PBS) and incubated for 20 min in the dark with a 5 μmol mixed staining solution consisting of Calcein AM-PI. They were then washed with PBS three times, and fluorescence microscopy was performed. Red fluorescence represents dead cells, and green fluorescence represents living cells. We counted the dead cells and determined their proportion among all cells.

### Western Blotting and Isolation of Mitochondria

To obtain proteins, PC12 cells and hippocampal samples were collected and homogenized in RIPA lysis buffer (Thermo Fisher, Cat. 89901, IL, USA). The supernatant was collected after centrifugation at 14,000×*g* for 25 min at 4 °C. Protein concentration was quantified using a BCA assay kit (Thermo Fisher, Cat. 23225, IL, USA). Equal amounts of protein (40 μg) were electrophoresed on 8–12% sodium dodecyl sulfate‒polyacrylamide gel electrophoresis (SDS‒PAGE) gels and then transferred to 0.2-μm polyvinylidene difluoride (PVDF) membranes (Millipore, Cat. ISEQ00010, CA, USA), which were blocked with 5% nonfat milk and incubated overnight with primary antibodies at 4 °C. The primary antibodies were as follows: anti-NRF1 (1:1000, Affinity, Cat. AF5298, USA), anti-TFAM (1:1000, Proteintech, Cat. 22586-1-AP, CHINA), anti-PGC1 (1:1000, Abcam, Cat. ab188102, USA), anti-Cytochrome c (1:1000, Abcam, Cat. ab133504, USA), anti-Bcl-2 (1:1000, Abcam, Cat. ab32370, USA), anti-Bax (1:1000, Abcam, Cat. ab32503, USA), anti-Cleaved caspase 3 (1:500, Cell Signaling Technology, Cat. 9661 s, USA), anti-Caspase 3 (1:500, Cell Signaling Technology, Cat. 9662 s, USA), anti-JNK (1:500, Abcam, Cat. ab179461, USA), anti-phospho-JNK (Y223; 1:1000, Abcam, Cat. ab76572, USA), anti-phospho-JNK (1:1000, Abcam, Cat. ab76572, USA), anti-AMPK (1:500, Abcam, Cat. ab32047, USA), anti-phospho-AMPK (S496; 1:1000, Abcam, Cat. ab92701, USA), TNFSF8(1:500,Taiclone,Cat.tcua7558,China), anti-USP25(1:1000, Abcam, Cat. Ab187156, USA), anti-ATN1(1:1000, Affinity, Cat. DF3824, USA), anti-VDAC1 (1:1000, Abcam, Cat. ab154856, USA), and anti-β-actin (1:1000, Abcam, Cat. ab8227, USA). The next day, after incubation with the HRP-conjugated secondary antibody for 1 h at room temperature, the membranes were detected with a chemiluminescence system (GEAI600, MA, USA). Immunoblots were visualized with a BeyoECL Star chemiluminescence reagent kit and quantified by densitometry using ImageJ software. VDAC1 and β-actin were used as the internal controls. Mitochondrial proteins were extracted from tissue using a mitochondria isolation kit (Beyotime, Cat. C3606, Shanghai, China) according to the manufacturer’s instructions.

### Transmission Electron Microscopy (TEM)

Following CA surgery, rats underwent transcardial perfusion with precooled PBS, followed by treatment with 50 mL of 4% paraformaldehyde. Hippocampal tissue was removed, cut into 1-mm^3^ pieces, and maintained in 4% glutaraldehyde to observe the ultrastructure of the mitochondria. Four regions were randomly selected from three slices of each sample and viewed under ×100,000 magnification. The aspect ratio and proportion of individual mitochondrial ridge areas were measured as morphological parameters using ImageJ software (NIH, Bethesda, MD, USA). The aspect ratio was defined as the ratio of the major axes to the minor axes of the analyzed mitochondria. The proportion of an individual mitochondrial ridge area was defined as the ratio of the area of the mitochondrial ridge to the total mitochondrial area.

### Luciferase Reporter Assay

Jefferson software (http://www.jefferson.edu/) was used to predict the possible binding site of miR-340-5p with the TNFSF8 3′UTR. The TNFSF8 wild-type (Wt) and mutant (Mt) 3′-UTR sequences were synthesized and inserted into a psiCHECK2 plasmid to produce a wild-type TNFSF8 (WT-TNFSF8) luciferase reporter plasmid and mutant TNFSF8 (mut-TNFSF8) luciferase reporter plasmid. Subsequently, a miR-483-5p mimic or mimic-NC was cotransfected with the WT-TNFSF8 reporter or Mut-TNFSF8 reporter plasmid using a Lipofectamine 3000 kit (Invitrogen, Cat. 11668-027, CA, USA). After 48 h, the luciferase activity was measured using a dual-luciferase reporter assay kit (Beyotime, Cat. RG088S, Shanghai).

### RNA Extraction, Reverse Transcription, and Quantitative RT‒PCR

Following the manufacturer’s instructions, total RNA from cells and fresh biopsied tissues was extracted with TRIzol reagent (Invitrogen, Cat. 15596108, CA, USA), and the RNA concentration was measured with a Nanodrop 2000 instrument. The RNA was transformed to complementary DNA (cDNA) with a PrimeScript RT Reagent Kit (Takara, Cat. RR047A, Tokyo, Japan). TB Green™ Premix Ex Taq™ II (Tli RNaseH Plus, Takara, Cat. RR820Q, Tokyo, Japan) was used with a CFX96 Real-Time PCR Detection System (Bio–Rad) to evaluate the relative mRNA levels. The 2-ΔΔCt method was employed to measure the relative mRNA expression. The primer sequences were as follows (5′–3′): Tnfsf8, F: GCAATTTCTCGTGCAGTGCTC,R:TGCCTTGAACTCCAGACTCACA; Usp25, F: TTCTTGAAGCCAGCATAGCAG, R: ACGTTCTTCAGCCCAACCG; Atn1, F: CGCAGATCAAACAGGAACCAG, R: GCACGTCCACCACCTTAGGAG; Rab3b, F: GCAGAGCAACTTGGGTTTGA, R: TCTTATCGCAGATGGCGTCC; Caspas6, F: AGGAACTGCCCTAATCTTCAATCA, R: GTATGCGTAAATGTGGTTGCCTT; C1ql1, F: GGTCACCAACCTAGGCAACAAC, R: TTTCCCTCCATCCAGCTTGA; Kdm4e, F: GACAGTAACATTGCCAACAACACC, R: CAGGAGAAGATAGACCCAGAGGAT; Dnajb7, F: GTTTCACATTCCGTAAGGCAGAT, R: AAAGTCTGGCAAACACTGGGTAG; Foxb2, F: CGCTATAGAGAACATCATCGGG, R: TTGACTGGCACCCCGAATG; Eif3h, F: GAAACACCAGTATCAGCAGCGT, R: TTAATCTGGCCTGCAATGAGC; and Fam131a, F: TCTAACCATCCAGGAGATTGCC, R: AATCGTCCGTGGAGTCATCG.

### Neurological Function Score and Water Maze Experiment

A blinded investigator assessed neurological function using established neurological deficit scores (NDSs). The NDSs of the surviving rats were evaluated 24 h after CA. We evaluated the degree of arousal, cranial nerve reflexes, motor assessment, sensory assessment, motor behavior, seizure, and simple behavioral responses and generated the overall NDS. A score of 80 represents normal brain function and 0 represents brain death. Low scores indicated poor performance. Additionally, Morris water maze tests were performed to assess spatial reference memory. The Morris water maze consisted of a black circular pool (160 cm in diameter and 55 cm high) filled with ink-stained water in which a transparent escape platform (diameter 10 cm) above the water surface was placed in one of the quadrants (the target quadrant). The swimming activity data were collected via a digital video camera placed above the pool, and the data were analyzed with a DigiBehave system (Jiliang Software Company, Shanghai, China). The Morris water maze test consisted of probe and visible platform tests. All rats were given five trials daily for seven consecutive days before CA to ensure that they could find the escape platform within 80 s. There was no significant difference in the time in which the rats in each group found the platform before CA. On Day 7 after CA, the probe test was performed to assess spatial memory retention within 80 s.

### TUNEL Staining

An In Situ Cell Death Detection Kit, TMR red (Roche, Cat. 11684817910, Penzberg, Germany) was used according to the manufacturer’s protocol for terminal deoxynucleotidyl transferase-mediated dUTP nick end-labeling (TUNEL) staining. PC12 cells were fixed with 4% paraformaldehyde for 30 min. The TUNEL solution was added and incubated at 37 °C for 1 h. After the solution was removed, and anti-fluorescence attenuating tablets containing DAPI were added to the cells. The rats were euthanized at 24 h after the operation. The paraffin-embedded hippocampal sections were heated at 60 °C, washed in xylene, and rehydrated with a graded series of ethanol and double-distilled water. Sections were placed in a plastic jar containing 200 mL of 0.1-M citrate buffer, and 300-W microwave irradiation was applied for 5 min. After rinsing twice with PBS, the sections were incubated in a dark, humidified chamber with the TUNEL reaction mixture for 1 h at 37 °C. Then, the sections were washed with PBS and incubated for 30 min. After washing, they were stained with 4′-6-diamidino-2-phenylindole (DAPI) for 15 min. The number of neurons in the stratum pyramidale (200 μm in length) within the CA1 region of the hippocampus was analyzed with a fluorescence microscope equipped with the Image-Pro Plus System (Media Cybernetics, USA). The number apoptotic neurons induced by ischemia‒reperfusion was determined by comparing the number of TUNEL-positive cells with the number of DAPI-positive cells.

### HE Staining and Nissl Staining

The morphological changes in the hippocampal CA1 area of the rats were determined via HE staining and Nissl staining. Rats were euthanized 24 h after cardiopulmonary resuscitation. Brain tissue was routinely embedded in paraffin and cut into 10-μm coronal sections. Sections of brain tissues were stained with HE or Nissl for routine histological examination, and the morphological changes were observed with a light microscope (IX81, Olympus, Tokyo, Japan).

### Flow Cytometry Annexin V-FITC-PI Assay

Cultured PC12 cells were washed with PBS and then digested using EDTA-free trypsin after appropriate treatment. Cell suspensions were collected after centrifugation and suspended in 100 μL of 1× buffer. A FITC Annexin V Apoptosis Detection Kit (BD Pharmingen, Cat. C1062M, Shanghai, China) was used to detect the ratio of apoptotic cells to total cells. Propidium iodide and Annexin V-FITC (5 μL of each) were added to the solution and gently mixed. The final suspensions were then poured into flow cytometry tubes for flow cytometry examination.

### Measurement of Mitochondrial Membrane Potential

A JC-1 mitochondrial membrane potential assay kit (Beyotime, Cat. C2003S, Shanghai, China) was used to measure the mitochondrial membrane potential (MMP) according to the manufacturer’s protocol. JC-1 is a cell-permeable fluorescent dye that accumulates within mitochondria in a potential-dependent manner. Images were taken using an EVOS FL Imaging System. Alteration in the ionic equilibrium resulted in mitochondrial depolarization as indicated by a decrease in the red/green fluorescence intensity ratio. The ratio of fluorescence red intensity/green fluorescence intensity was analyzed using ImageJ software, and the value was calculated on the basis of the control group. Changes in mitochondrial transmembrane potential in the hippocampus were analyzed for rats in each group using 50 mg of fresh hippocampal tissues cut into 1-mm^3^ pieces in PBS and subsequently filtered through 200-mesh sieves. The filtrate containing the brain cells was collected and treated with the JC-1 working fluid. After incubation for 15–20 min at 37 °C in a 5% CO_2_ incubator, the hippocampal cells were centrifuged (2000 RPM, 5 min), washed once, and suspended in PBS. We used a flow cytometer (CytoFLEX, Beckman Coulter, CA, US) (Ex = 488 nm; Em = 530 nm) to detect the MMP. Green fluorescence was detected through FITC channel FL-1, and red fluorescence was detected through PI channel FL-2. Apoptosis was indicated by an increase in the green fluorescence intensity/red fluorescence intensity ratio (Y. Chen et al. 2017).

### ROS Determination by Flow Cytometry

Intracellular ROS levels in PC12 cells were detected with the oxygen-free radical sensitive probe DCFH-DA (Beyotime, Cat. S0033S, Shanghai, China). After OGD/R, the culture medium was discarded and basal medium containing 5-μM DCFH-DA was added to the plates and incubated for 30 min and then, the cells were digested with trypsin. The relative fluorescence intensity was measured by flow cytometry (excitation and emission at 488 nm and 530 nm, respectively). Rat brain homogenates were prepared according to a previously reported method (Jiang et al. 2010), diluted with ice-cold Tris-buffered saline (TBS) at a 1:10 ratio, and incubated for 45 min at room temperature with DCFH-DA (5 mM).

### Oxidative Stress Assay

The supernatant of the PC12 cells and hippocampal homogenates were collected to assess the levels of oxidative stress. A lactate dehydrogenase (LDH) Cytotoxicity Detection Kit (Thermo Fisher Scientific, Cat. C20301, IL, USA) was used to determine intracellular LDH levels. In addition, the supernatant and homogenates were used to investigate both malondialdehyde (MDA) content and superoxide dismutase (SOD) activity using a SOD assay kit (Beyotime, Cat. S0101M, Shanghai, China) and Cell MDA assay kit (Beyotime, Cat. S0131S, Shanghai, China), respectively. Hippocampal ROS levels were measured with a Reactive Oxygen Species (ROS) Fluorometric Assay Kit (Beyotime, Cat. S0033S, Shanghai, China) on a microplate reader.

### Statistical Analysis

SPSS 19.0 (SPSS, IL, USA) software was used for data analysis. Figures were drawn using GraphPad Prism 9 software. All the data are expressed as the mean ± SD. A t test was performed to compare two groups, and a one-way analysis of variance (ANOVA) was performed for group of three or more. A *P* value < 0.05 was considered to be statistically significant.

## Results

### High miR-483-5p Expression Was Associated with Neurological Prognosis After Cardiopulmonary Resuscitation and Alleviated Cell Injury After Ischemia‒Reperfusion

Research has demonstrated that miRNAs play active roles in CA showing predicting capacity and potential therapeutic applications (Stammet 2017). To identify the miRNAs involved in regulating neurological prognosis, the GSE74198 and GSE343634 datasets containing miRNA expression profiles of the peripheral blood of patients after cardiac arrest were downloaded from the GEO databases, and data on differentially expressed miRNAs between patients with good and poor neurological prognosis were obtained. We found that four miRNAs (miR-574-5p, miR-671-5p, miR-320c, and miR-483-5p) were identified as the differentially expressed miRNAs that were upregulated in both datasets (Fig. 1A, B). The results of logistic regression analysis demonstrate that miR-483-5p exerted the strongest effect as an independent predictor of neurological prognosis (*P* = 0.002, hazard ratio = 2.381, Fig. 1C). Then, we measured the expression of miR-483-5p after OGD/R in PC12 cells. The level of miR-483-5p increased significantly at 2 h after ischemia‒reperfusion but decreased at 6–12 h after reperfusion. The expression level gradually returned to normal after OGD/R for 24 h (Fig. 1D). A cell viability assessment showed that overexpression of miR-483-5p (Fig. S1) reduced the extent of cell injury, suggesting that miR-483-5p mimics exert a protective effect against ischemia‒reperfusion injury (Fig. 1E). In contrast, inhibition of miR-483-5p expression led to the opposite effect (Fig. 1E). These protective effects were also confirmed by live/dead cell staining (Fig. 1F).

**Fig. 1:**
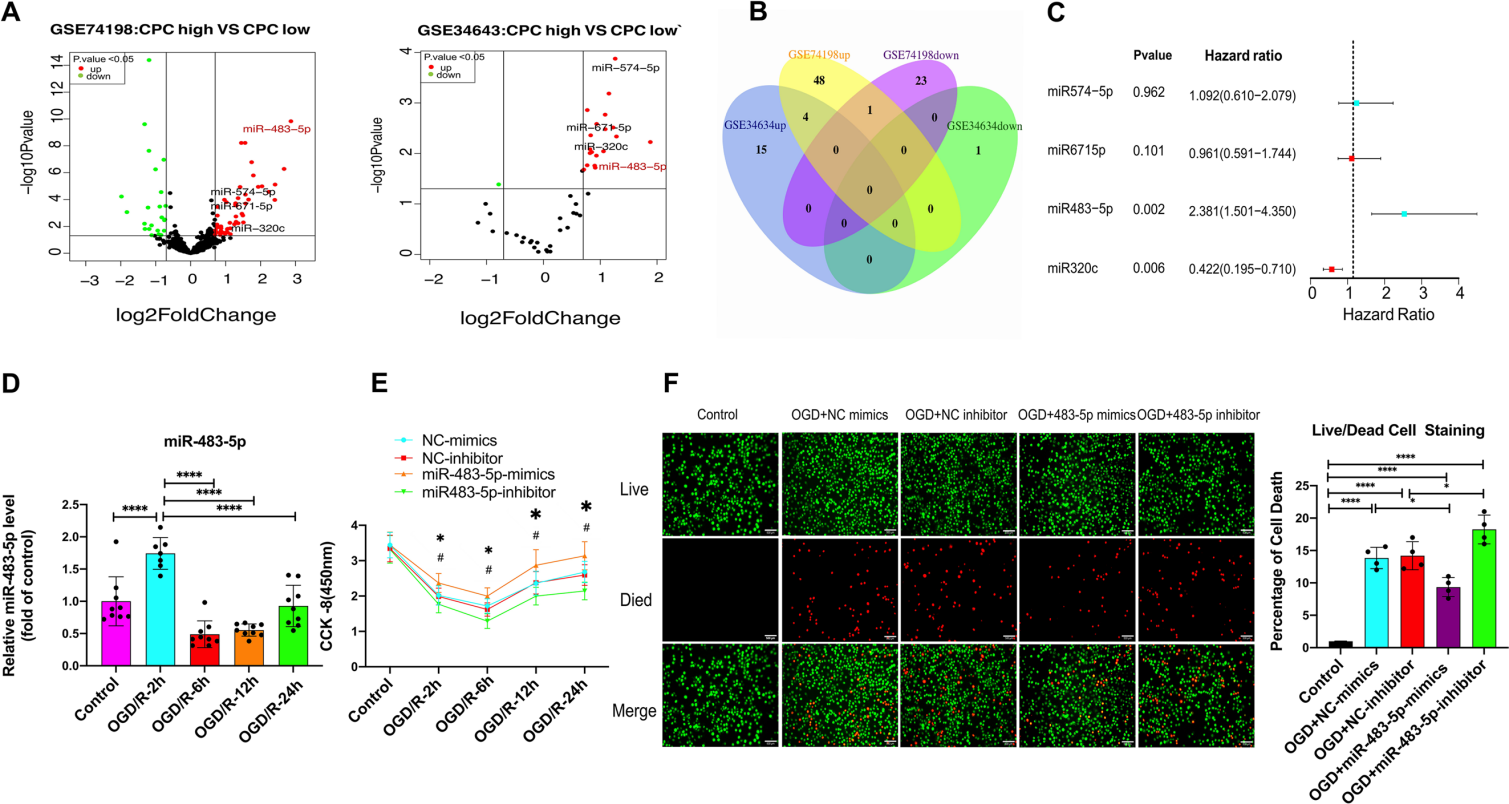
MiR-483-5p expression was associated with neurological prognosis in cardiopulmonary resuscitation patients, and upregulation of miR-483-5p diminished cell ischemia‒reperfusion injury. **A** Volcano plot of the miRNAs differentially expressed between the CPC-high and CPC-low groups. Green, decreased expression; red, increased expression. **B** Venn diagram of miRNAs. **C** Forest plots of logistic regression analysis results. **D** Expression of miR-483-5p was examined in control and 2 h, 6 h, 12 h, and 24 h after OGD/R in PC12 cells, *n* = 6. **E** Determination of cell viability at different time points after ischemia‒reperfusion injury. *P < 0.05, the miR-483-5 mimic group compared with the miR-NC mimic group; ^#^*P* < 0.05, the miR-483-5p inhibitor group compared with the miR-NC inhibitor group, *n* = 4. **F** Live/Dead cell staining assay for distinguishing live and dead cells. Live cells fluorescent green, and dead cells fluorescent red, Scale bar: 500 μm, *n* = 4. The data are expressed as the mean ± SD, **P < 0.01, ****P < 0.001

### miR-483-5p Attenuates Ischemia–Reperfusion-Induced Neuronal Apoptosis

As demonstrated by the CCK-8 assay and live/dead cell staining assay, miR-483-5p mimics significantly increased cell viability and decreased mortality in PC12 cells. To further characterize the function of miR-483-5p, we explored the effectiveness of miR-483-5p in regulating apoptotic cell death, which plays a decisive role in determining the prognosis of neurological function after cardiopulmonary resuscitation (Wang and Bennett 2012). The TUNEL assay revealed that overexpression of miRNA-483-5p attenuated hypoxia-induced PC12 cell apoptosis; a miR-483-5p inhibitor reversed the effect of the miRNA on apoptosis (Fig. 2A). The apoptosis rate observed by TUNEL was consistent with that observed by flow cytometry assay (Fig. 2B). Cleaved caspase 3, the active form of Caspase 3, is a marker of apoptosis. Bax is a proapoptotic protein related to the mitochondrial apoptosis pathway. As shown by western blot assay, the protein levels of cleaved caspase 3 and Bax were increased after OGD/R, and the administration of miR-483-5p mimics significantly decreased their levels. After transfection with miR-483-5 mimics, Bcl-2 expression was increased after OGD/R, while Bax and cleaved caspase 3 expression were decreased (Fig. 2C). However, a miR-483-5 inhibitor led to the opposite effect. These results demonstrate that the mitochondrial apoptosis pathway was involved in OGD/R-induced PC12 cell injury and that overexpression of miR-483-5p reduced the apoptosis rate triggered by OGD/R.

**Fig. 2:**
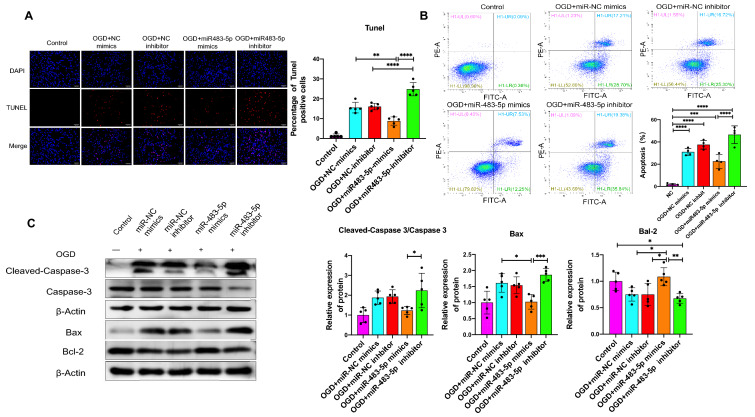
Effects of miR-483-5p on OGD/R-induced PC12 cells apoptosis. **A** TUNEL staining was performed to determine the apoptosis rate. Blue fluorescence: nucleus, red fluorescence: apoptotic cells; Scale bar: 500 μm, *n* = 6. **B** Flow cytometry results of a Annexin V-FITC-PI assay with PC12 cells after OGD/R, *n* = 4. **C** Western blot analyses of apoptosis-related proteins. β-Actin was used as the loading control. The data are expressed as the mean ± SD, *n* = 5, *P < 0.05, and **P < 0.01, ***P < 0.001, and ****P < 0.0001

### miR-483-5-p Alleviates PC2 Cell Ischemia‒Reperfusion Injury by Promoting Mitochondrial Biogenesis and Decreasing Oxidative Stress

Mitochondrial biogenesis is closely associated with oxidative stress and mitochondrial damage and promoting mitochondrial biogenesis exerts a neuroprotective effect after cerebral ischemia–reperfusion injury (Cardanho-Ramos and Morais 2021). Proliferator-activated receptor-γ coactivator α (PGC-1α) is a transcriptional coactivator and a master regulator of mitochondrial biogenesis, including mitochondrial biogenesis in the nervous system (Besseiche et al. 2015). PGC-1α and its downstream signaling intermediates, such as nuclear respiratory factor 1 (NRF1) and mitochondrial transcription factor A (TFAM), are likely important to normal mitochondrial regulation after ischemia‒reperfusion injury (Li et al. 2016). To determine the effect of miR-483-5p on mitochondrial biogenesis after OGD/R, we assessed the protein levels of PGC-1α, NRF1, and TFAM by western blotting. Additionally, we measured the levels of cytochrome c in the cytoplasm and mitochondria. The results revealed that mitochondrial biogenesis was inhibited with the levels of PGC-1α, NRF1, and TFAM decreased after OGD/R, and cytochrome c was released from the mitochondria. In the miR-483-5p mimic group, PGC-1α, NRF1 and TFAM protein levels were significantly increased, and a low level of cytoplasmic cytochrome c was detected (Fig. 3A). Consistently, the decline in mitochondrial membrane potential induced by OGD/R was reversed by the upregulation of miR-483-5p (Fig. 3B). We also detected ROS levels via flow cytometry and measured SOD activity, MDA levels, and LDH levels. Overexpression of miR-483-5p attenuated OGD/R-induced damage by inhibiting ROS generation in PC12 cells. It also inhibited the production of MDA and increased the activity of SOD (Fig. 3C, D).

**Fig. 3:**
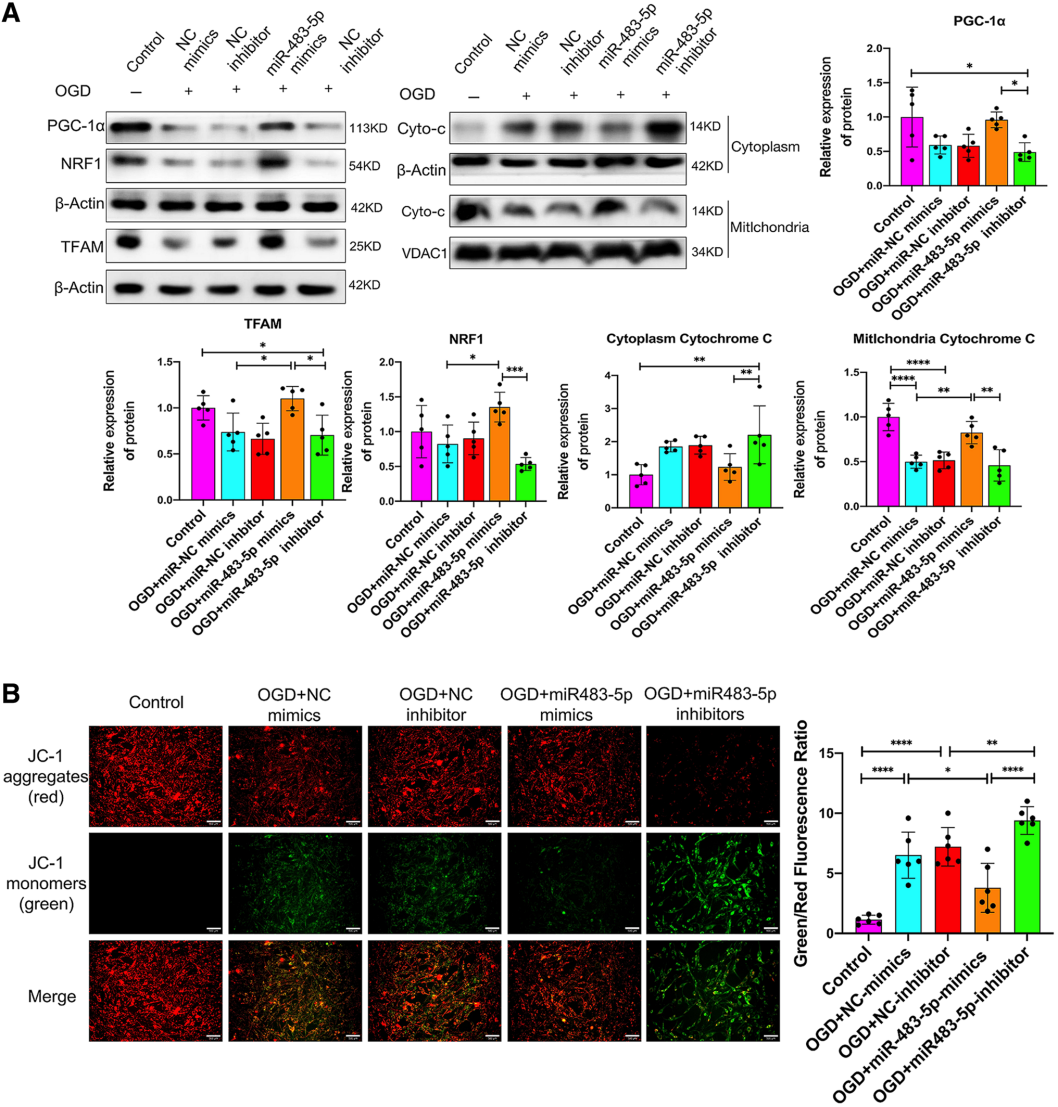

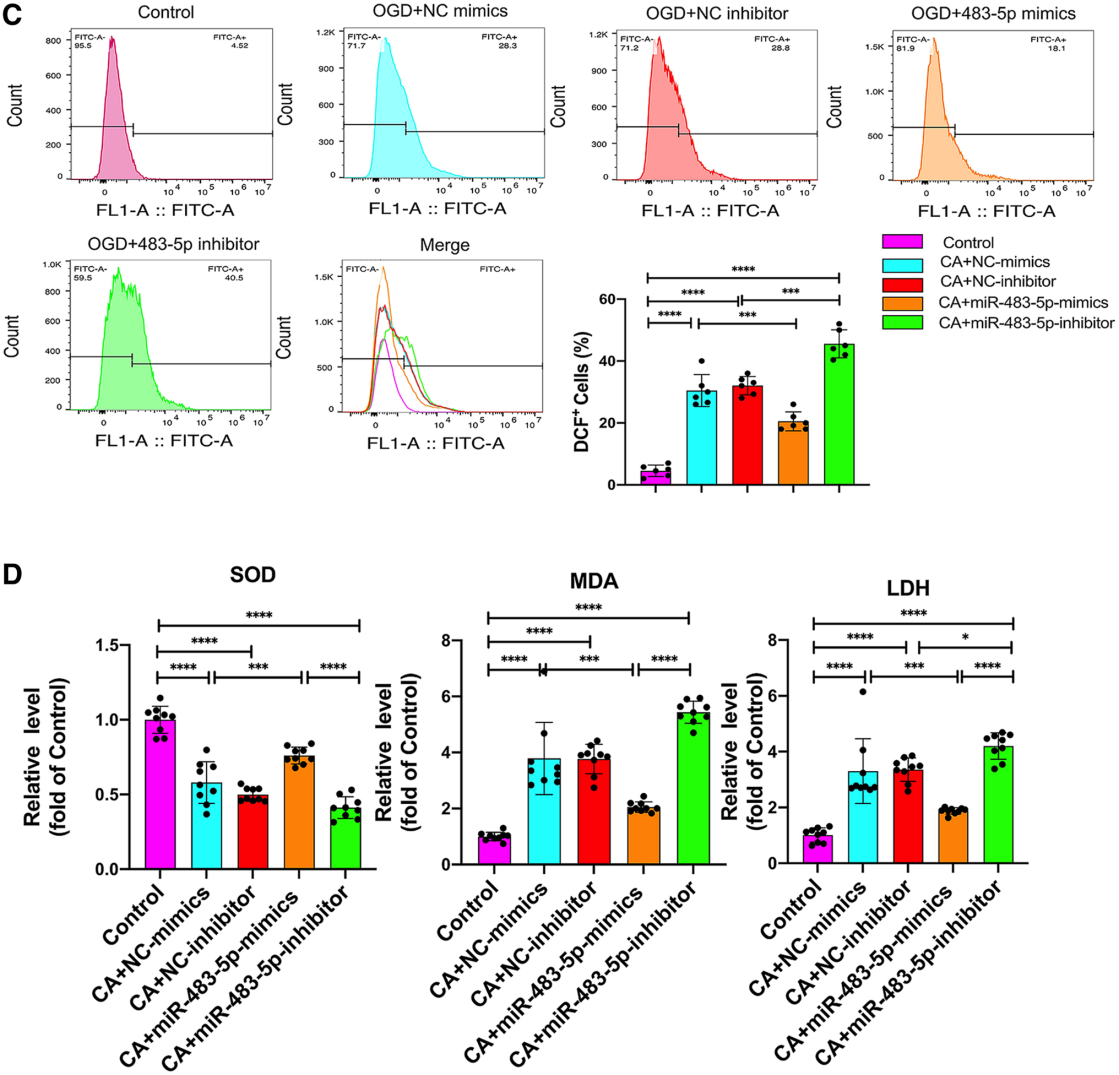
MiR-483-5-p alleviates ischemia–reperfusion mitochondrial injury in PC1 2 cells by promoting mitochondrial biogenesis and decreasing oxidative stress. **A** Western blot analyses of mitochondrial biogenesis-related proteins and the level of cytochrome c were measured both in mitochondria and the cytosol, *n* = 5. **B** Detection of mitochondrial transmembrane potential by JC-1. Red fluorescence: normal mitochondrial membrane potential, as indicated by the formation of JC-1 dimers; green fluorescence: depolarized membrane potential, as indicated by an increase the number of JC-1 monomers, Scale bar: 500 μm, *n* = 6. **C** Reactive oxygen species (ROS) were detected by flow cytometry and analyzed, *n* = 6. **D** SOD activity and MDA and LDH levels in PC12 cells after OGD/R. *n* = 3, technical replicates = 2, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001

### MiR-483-5p Directly Targets TNFSF8 to Regulate Mitochondrial Biogenesis and Inhibit Apoptosis After Ischemia–Reperfusion

miRNAs generally bind to the 3′-UTR of their target mRNAs and suppress protein production by destabilizing the mRNA, abrogating their translation (Cannell et al. 2008). 

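PC12 cells, a line derived from a rat pheochromocytoma and used as a model of neurons, were sequenced in 3 groups of 3 libraries each: control cells, cells after OGD/R, and cells transfected with miR-483-5p mimics before OGD/R. OGD was 4 h in glucose-free medium at 1% oxygen, reoxygenation lasted 6 h, and transfection preceded OGD by 48 h. The sample labels mention transfection only for the mimic libraries and do not say whether the OGD/R libraries received a negative-control mimic. The authors estimated expression with RSEM and deposited 1 FPKM value per gene and library, rounded to 2 decimals. Read counts were not used here, so total depth is unknown. The 9 libraries list 23426 features, of which 22037 carry rat Ensembl gene identifiers and 1389 carry identifiers of assembled loci. The files do not pair these identifiers with gene symbols, and 0 of them matched the RefSeq gene table used here. FPKM values above 0 were listed for 15792 to 16017 features in the control libraries (median 16003), 16506 to 17149 after OGD/R (median 16526) and 16820 to 17242 with mimics (median 17113). The median of the summed FPKM per library was 649722 in the controls, 638724 after OGD/R and 640063 with mimics. The steps between low FPKM values gave a rough relative depth, with control replicate 1 set to 1, of 0.82 to 1.04 in the controls, 1.2 to 1.23 after OGD/R and 1.13 to 1.38 with mimics.
From the FPKM values, log2(FPKM + 0.1) was compared between groups with limma for the 19394 features above 0 in at least 1 library, with the 3 groups in a single fit. Fold changes are on this scale, which understates the change of genes with low values. Among the 11798 features with a mean of at least 1 FPKM, the first principal component held 72.8% of the variance and separated the controls from the other 6 libraries. The second held 7.7% and did not separate OGD/R from mimics: OGD/R replicate 3 lay beside mimic replicates 1 and 2, and mimic replicate 3 beside OGD/R replicates 1 and 2. Across genes, the Pearson correlation of OGD/R replicate 3 was 0.985 and 0.984 with mimic replicates 1 and 2, and 0.978 and 0.968 with OGD/R replicates 1 and 2. That of mimic replicate 3 was 0.986 and 0.982 with OGD/R replicates 1 and 2, and 0.982 and 0.981 with mimic replicates 1 and 2, so its correlations with the 2 sets overlapped. Genes are not independent replicates, so these correlations describe the libraries only.

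**Figure D1:**
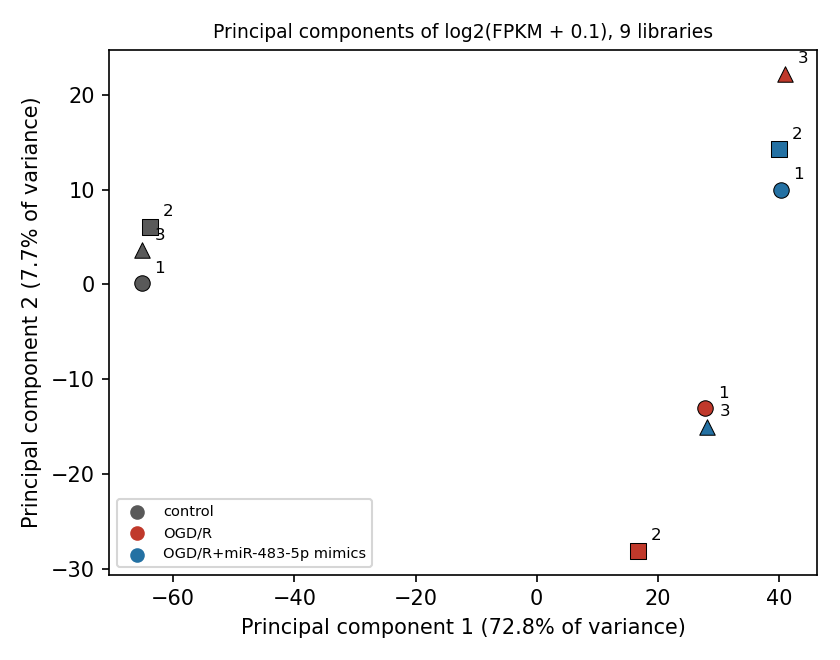
Principal components of the 9 libraries, from log2(FPKM + 0.1) of 11798 features. Each point is 1 library, coloured by group, with its replicate number beside it and marker shape by number. The first component (72.8% of variance) parts control libraries from the others, and the second (7.7%) places OGD/R replicate 3 beside mimic replicates 1 and 2.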

RNA sequencing was performed to investigate the potential mechanism of miR-483-5p effects on OGD/R-induced cellular injury. Eleven candidate genes (C1ql1, Rab3b, Dnajb7, KDM4E, Foxb2, Eif3h, Fam131a, Tnfsf8, Usp25, Caspase 6, and Atn1) were identified as the most likely target genes of miR-483-5p that contribute to resistance against ischemia–reperfusion injury. 

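With limma and Benjamini-Hochberg adjustment, 8913 of the 19394 features differed between OGD/R and control at an adjusted p under 0.05, of which 3132 were higher and 5781 lower after OGD/R. With the relative depth of the libraries as a covariate, an alternative chosen after seeing the data, this number was 3881. The control libraries had the lowest relative depths, so this covariate overlaps with the OGD/R grouping. The lower number therefore cannot be assigned to depth. Among features with a mean of at least 1 FPKM, the OGD/R and control libraries did not overlap for 71.5%, where chance gives 10%. The paper's criteria, an absolute log2 ratio of at least 1 with an unadjusted p under 0.05, were met by 3484 features, 1479 higher and 2005 lower. The balance of higher and lower features depended on the scaling between libraries. The higher share was 35.1% of the adjusted calls with FPKM as deposited, 45.3% after quantile normalization and 53.4% after upper-quartile scaling, and the median log2 fold change of features with a mean of at least 1 FPKM moved from -0.23 to -0.05 and 0.01.
Between mimics and OGD/R, 0 features had an adjusted p under 0.05, and the smallest adjusted p from limma was 0.0511. This count rests on the labels as given, in which the libraries of the 2 groups resemble each other across groups. Dividing them to follow that resemblance gave 2334 features with an adjusted p under 0.05 by limma, a count that restates the resemblance. The 0 therefore does not show that mimics had no effect. An unadjusted p under 0.05 was reached by 1333 features, where 970 would be reached by chance, and the libraries of the 2 groups did not overlap for 9.9% of features with a mean of at least 1 FPKM, against the 10% that chance gives. The paper's criteria were met by 159 features, 113 higher and 46 lower with mimics, whose median expression over the 9 libraries was 0.239 FPKM. With a pseudocount of 1 in place of 0.1, this number was 12, and with 0.01 it was 439. OGD/R and mimic libraries with the same replicate number varied in opposite directions: the correlation across genes of their deviations from the group means was -0.17, -0.26 and -0.47 for replicates 1, 2 and 3, with a mean of -0.30. The resemblance of OGD/R replicate 3 to mimic replicates 1 and 2, described above, already parts each pair with the same number. These correlations restate it and are not separate evidence of pairing. With the replicate number as a block, 174 features met the paper's criteria and 0 had an adjusted p under 0.05 between mimics and OGD/R, and 8147 features had an adjusted p under 0.05 between OGD/R and control.
The feature with the largest rise after OGD/R, among those with an adjusted p under 0.05, a mean of at least 1 FPKM and no overlap between the libraries, was ENSRNOG00000050647, at 1.33, 0.58 and 2.05 FPKM in the control libraries and 70.3, 42.78 and 523.48 FPKM after OGD/R. Its log2 fold change was 6.51 (standard error 0.89, adjusted p = 0.000378 from limma). The size depended on the library left out: 5.425 without OGD/R replicate 3 and 7.23 without OGD/R replicate 2. This feature was also high with mimics, at 411.93, 302.57 and 123.12 FPKM. The feature with the largest fall with mimics among those meeting the paper's criteria, chosen in the same way, was ENSRNOG00000002462, at 1.91, 3.2 and 1.93 FPKM after OGD/R and 0.11, 0 and 0 FPKM with mimics (log2 fold change -4.22, standard error 0.82, adjusted p = 0.318 from limma). Its control libraries were at 0.68, 1.57 and 10.25 FPKM. Its log2 fold change with mimics depended on the pseudocount, at -1.67 with 1 and -6.64 with 0.01.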

Their mRNA expression levels increased after OGD/R but decreased after transfection with miR-483-5p mimics in PC12 cells (Fig. 4A). 

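Across both comparisons, 17 features met the paper's criteria upward after OGD/R and downward with mimics, and 19 met them in the opposite directions. The 17 features had low values: their median over features of the group mean was 0 FPKM in the controls, 0.32 FPKM after OGD/R and 0.02 FPKM with mimics, and 0 of the 17 had a mean of at least 1 FPKM over the 9 libraries. All control libraries were listed at 0 for 10 of them, and all mimic libraries for 8. After OGD/R, 12 of the 17 had an adjusted p under 0.05 against control, while the smallest adjusted p from limma between mimics and OGD/R among them was 0.153. The 3 OGD/R libraries lay clear of all the others for 4 of the 17, and for 13 of the 19 with the opposite pattern. Of those 19, 16 had an adjusted p under 0.05 against control. Their smallest adjusted p from limma between mimics and OGD/R was 0.217. Of the 19 features with the opposite pattern, 4 had a mean of at least 1 FPKM. The feature with the largest change among these was ENSRNOG00000037541, at 16.92, 24.01 and 10.5 FPKM in the controls, 0, 0 and 0.95 FPKM after OGD/R, and 6.25, 7.19 and 7.35 FPKM with mimics, a log2 fold change of -6.22 after OGD/R (standard error 0.81, adjusted p = 0.00029 from limma) and of 5.00 with mimics (standard error 0.81, adjusted p = 0.217 from limma). Both sizes depended on the pseudocount: -3.79 after OGD/R and 2.66 with mimics for a pseudocount of 1, and -8.47 and 7.24 for 0.01. With the replicate number as a block, the 2 patterns held 21 and 22 features. With a pseudocount of 1, they held 0 and 1.
The 11 genes were not looked up by name here, because the identifiers in the files are not paired with symbols. The paper states that these genes were identified as likely targets of the miRNA, and refers to Fig. 4A for the rise of their expression after OGD/R and its fall with mimics.

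**Figure D2:**
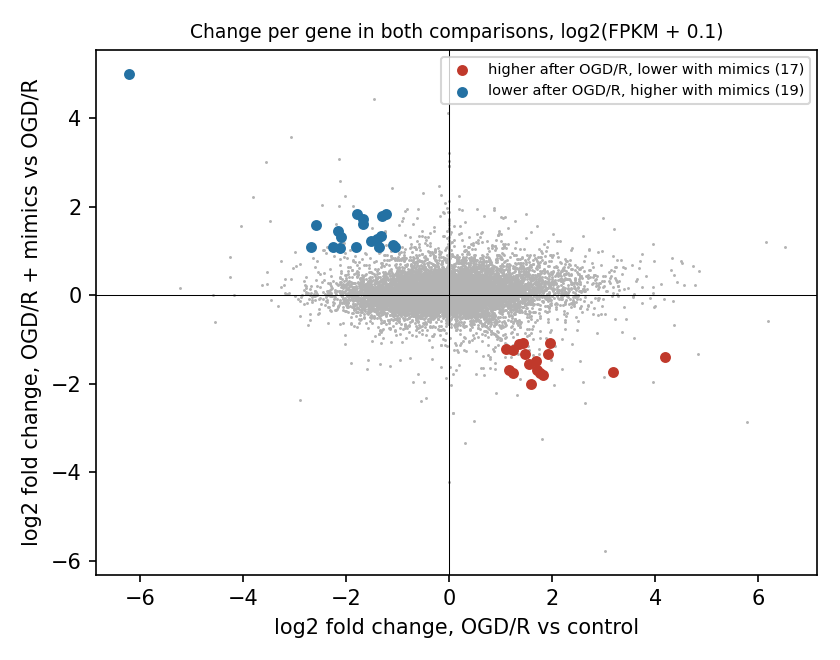
Log2 fold change of each of 19394 features after OGD/R against control (x axis) and with mimics against OGD/R (y axis), both on the log2(FPKM + 0.1) scale. Coloured points are the 17 and 19 features that met the paper's criteria in opposite directions in the 2 comparisons, and grey points are all other features.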

GO and KEGG analyses indicated that these genes were enriched in “positive regulation of synaptic transmission, dopaminergic,” “positive regulation of neurotransmitter uptake,” and “neuron remodeling,” “apoptosis,” and “RNA transport” (Fig. 4B). Then, validation of reference genes for qPCR assays was performed, and the expression of four mRNAs (Usp25, Atn1, Tnfsf8, and Caspase 6) was found to be increased after OGD/R and was decreased in PC12 cells transfected with miR-483-5p mimics (*P* < 0.05). The opposite trend was observed in the miR-483-5p inhibitor group (Fig. 4C). As miR-483-5p possibly binds sites to the 3′-UTR of three genes, USP25, ATN1, and TNFSF8 (Fig. S2), but not Caspase 6, a potential indirect interaction between miR-483-5p and Caspase 6 was inferred. Western blot analysis indicated a consistent correlation between the protein and mRNA levels of ATN1, USP25, and TNFSF8 (Fig. 4D). Using short interfering RNAs (siRNAs), we silenced the protein expression of the ATN1, USP25, and TNFSF8 (Figure S3). Next, we investigated the effects of protein expression silencing on apoptosis and mitochondrial biogenesis after OGD/R via western blot analysis. The inhibition of TNFSF8 significantly reduced the protein levels of cleaved caspase 3 and Bax while promoting the expression of mitochondrial biogenesis-related proteins, such as PGC-1α, NRF1, and TFAM (Fig. 4E). These findings suggest that miR-483-5p may reduce OGD/R damage by targeting TNFSF8. Finally, TNFSF8 was confirmed to be a direct target of miR-483-5p, as indicated via a dual-luciferase reporter assay (Fig. 4F).

**Fig. 4:**
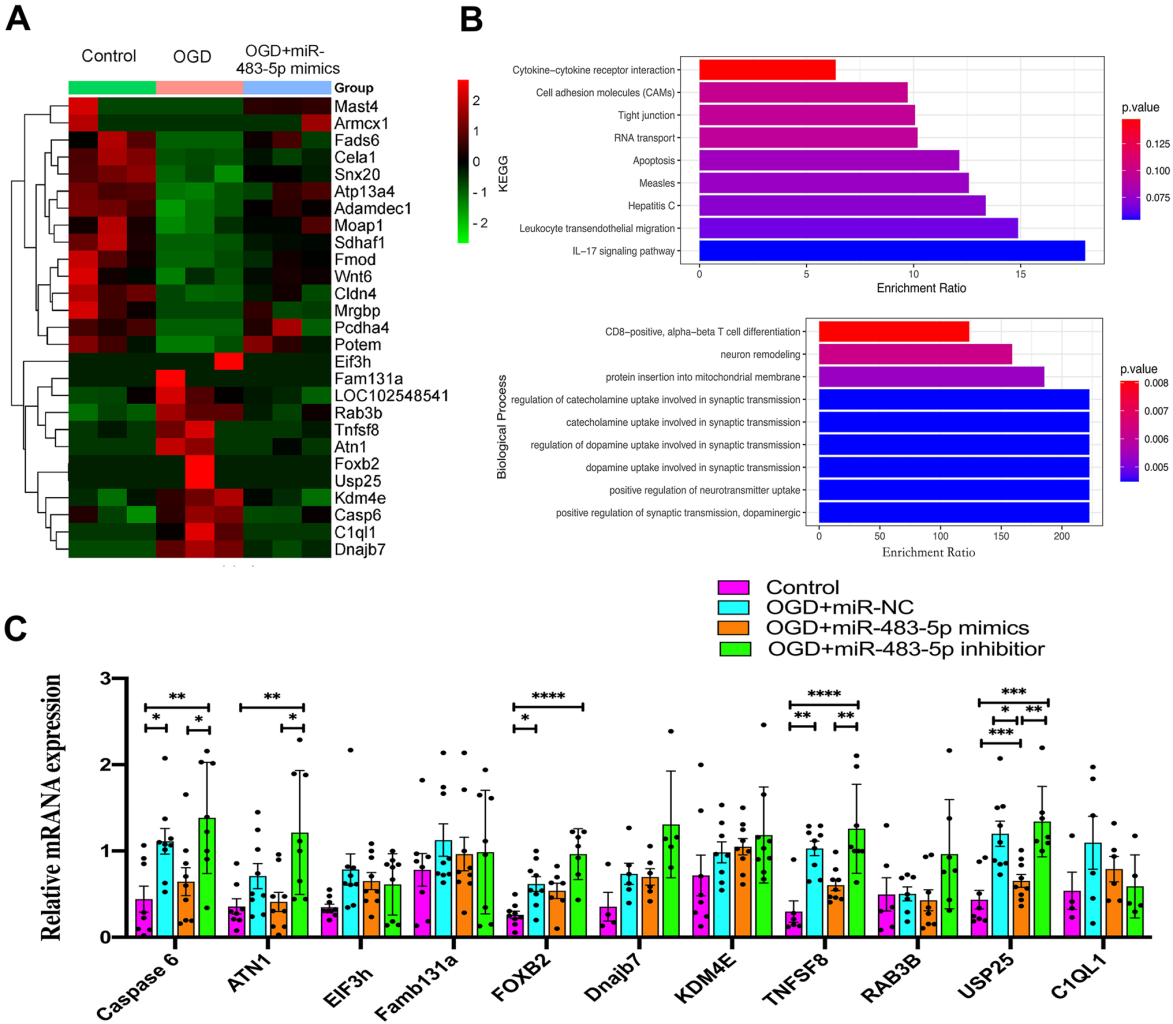

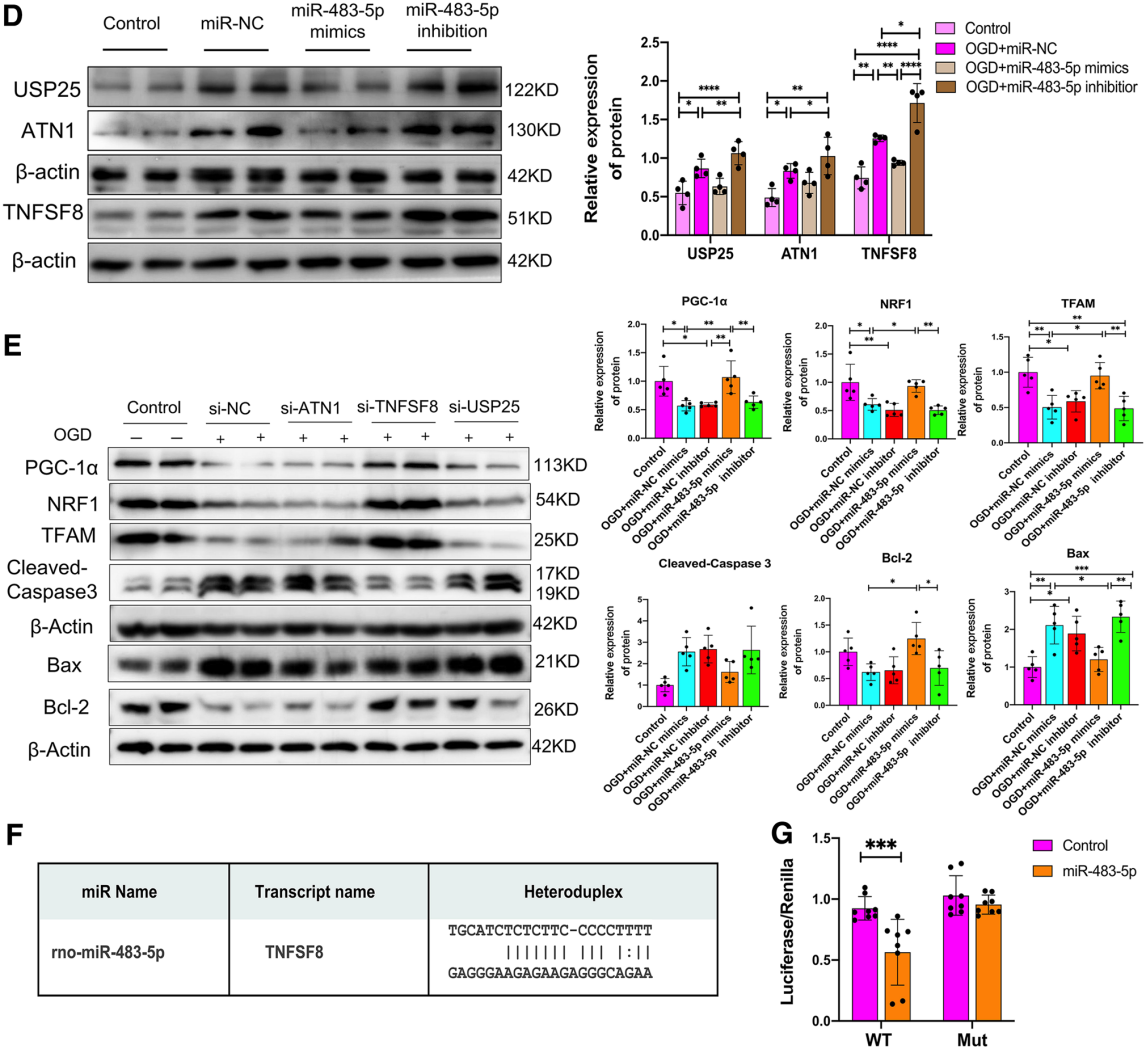
MiR-483-5p directly targets TNFSF8 to promote mitochondrial biogenesis and inhibits apoptosis after ischemia‒reperfusion. **A** Heatmap of RNA sequencing in PC12 cells (11 genes were identified as candidate target genes). **B** GO enrichment analysis and KEGG enrichment analysis with the 11 identified genes. **C** Reference gene validation in PC12 cells via qPCR. Four genes that showed significant differences were identified. **D** Validation of potential target genes as determined by western blotting, *n* = 4. **E** Effect of potential target genes involved in apoptosis and mitochondrial biogenesis in PC12 cells as determined by western blotting, *n* = 5. **F**, **G** Binding site prediction and dual-luciferase reporter assays were performed to investigate the relationship between miR-483-5p and TNFSF8, *n* = 8. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001

### miR-483-5p Promotes Mitochondrial Biogenesis and Inhibits Apoptosis by Regulating the AMPK/JNK Pathway after Ischemia‒Reperfusion

Researchers found that oxidative stress-induced mitochondrial-dependent apoptosis is associated with AMPK/JNK signaling pathway activation (Lou et al. 2021). Furthermore, previous studies have shown that AMPK regulates mitochondrial biogenesis and that the JNK pathway is critical for regulating ROS-mediated apoptosis (Thirupathi and de Souza 2017). We measured the phosphorylation levels of JNK and AMPK by western blotting to further investigate their relationship with miR-483-5p. A significant decrease in AMPK phosphorylation and PGC-1α protein levels was observed in PC12 cells after OGD/R, whereas JNK phosphorylation and Bax protein levels were markedly increased. Moreover, miR-483-5p mimics downregulated the expression of phosphorylated JNK and Bax and increased the protein levels of phosphorylated AMPK and PGC-1α (Fig. 5A). Subsequently, by the AMPK activity inhibitor doxorubicin was used, and it was found that after inhibiting the activity of AMPK, the phosphorylation level of JNK increased (Fig. 5B). As TNFSF8 is a target gene of miR-483-5p, we then explored the relationship between TNFSF8 and the AMPK/JNK pathway. By transfecting siRNA to inhibit the expression of TNFSF8 after OGD/R, the activity of AMPK increased and that of JNK decreased (Fig. 5C). In addition, we found that the protective effect of miR-483-5p were blocked when AMPK activity was inhibited and that protective effects of miR-483-5p were restored after treatment with d-epigalbacin (Fig. 5D). These results suggest that miR-483-5p plays a protective role that is mediated through the TNFSF8/AMPK/JNK pathway.

**Fig. 5:**
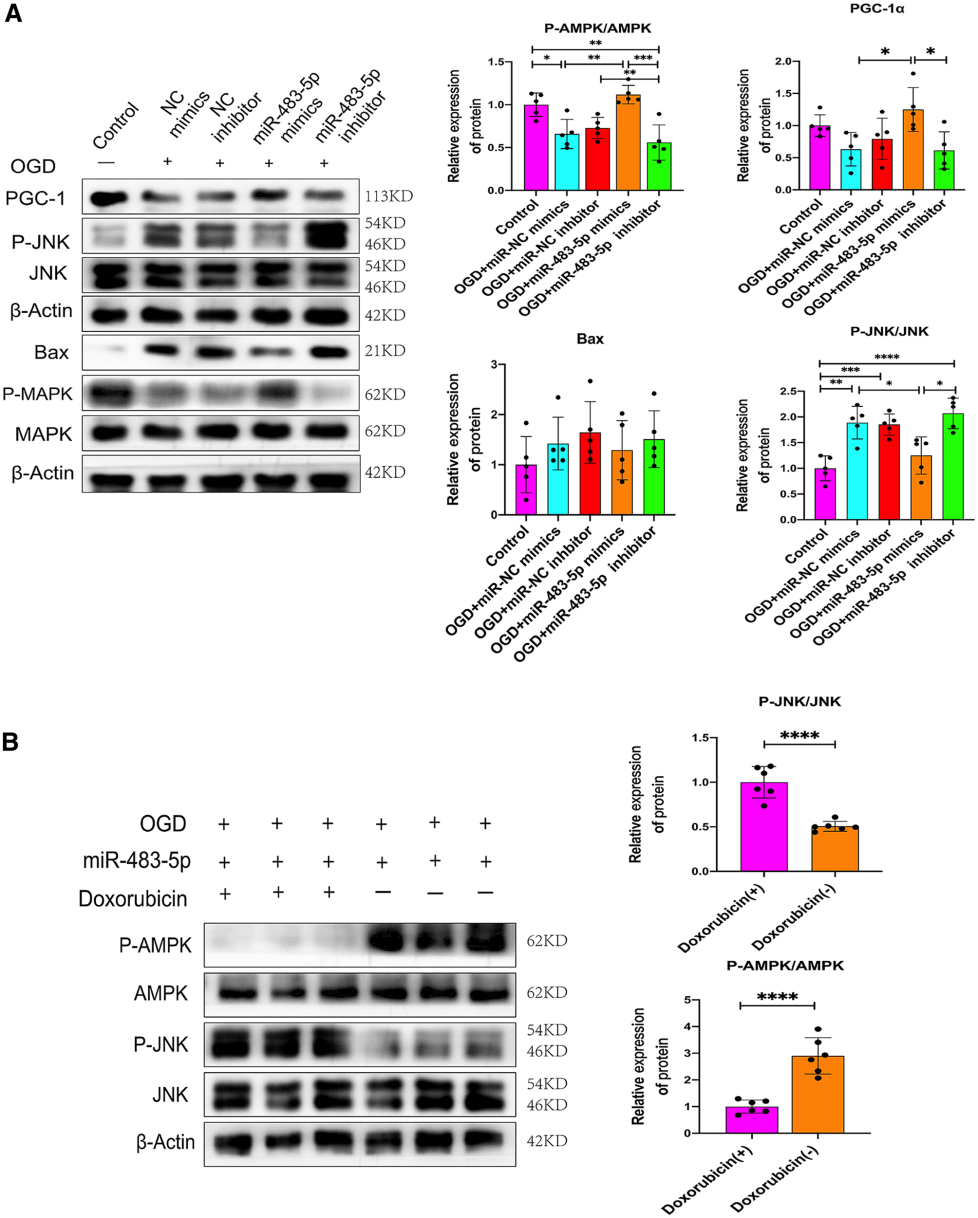

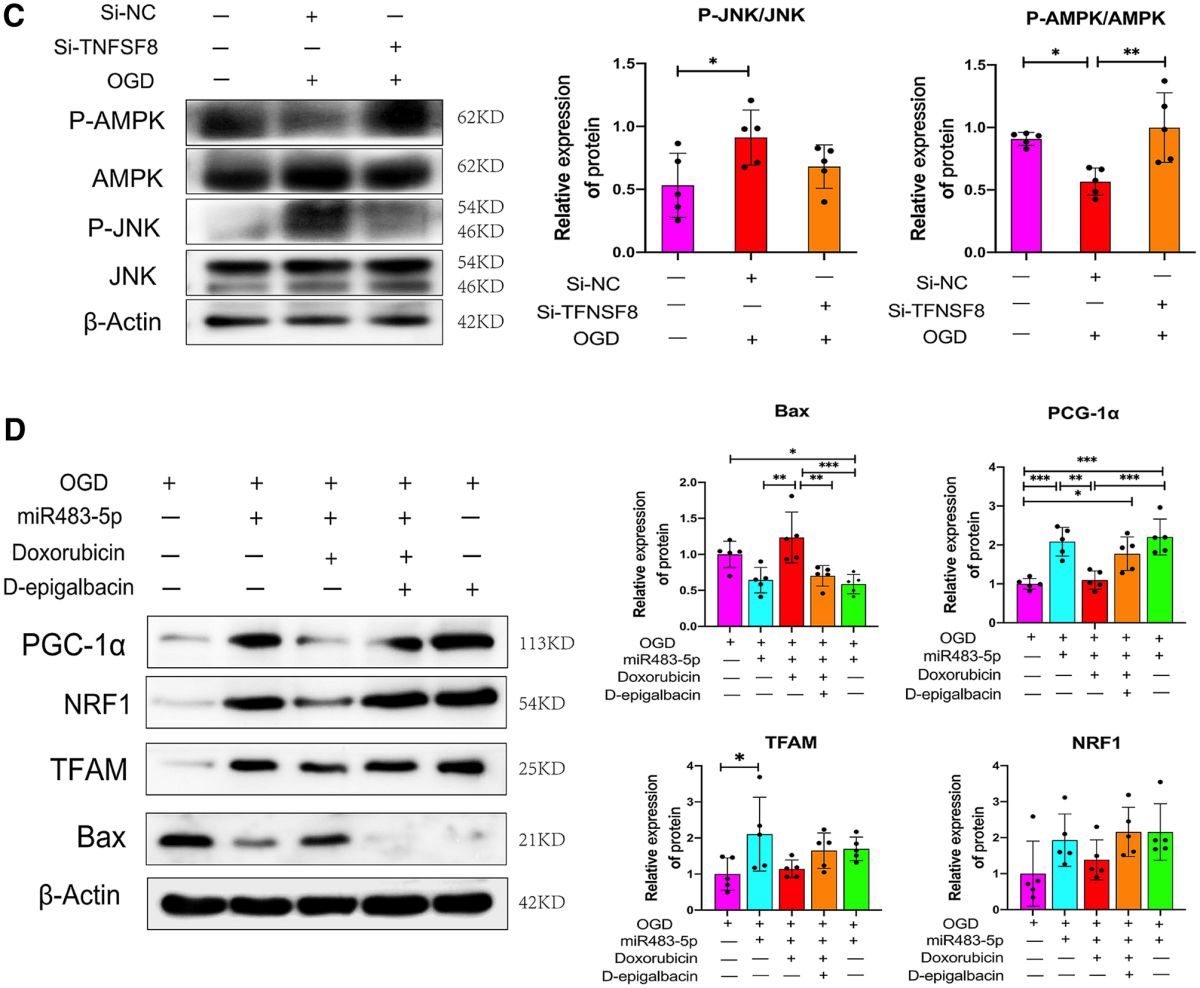
MiR-483-5p determines the activity of the TNFSF8/AMPK/JNK pathway. **A** MiR-483-5p enhanced the activity of AMPK while decreasing JNK pathway activity after OGD/R, as confirmed by Western blot assay, *n* = 5. **B** AMPK phosphorylation inhibits JNK phosphorylation after ischemia–reperfusion injury, *n* = 5. **C** Inhibition of TNFSF8 expression decreased AMPK activity while increasing JNK activity, *n* = 5. **D** Both AMPK activity inhibition and JNK activation inhibition counteracted the protective effect of miR-483-5p. Inhibition of JNK activity exerted a protective effect, *n* = 5. The data are expressed as the mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001. Doxorubicin, an AMPK activator inhibitor; d-epigabacin, a JNK activator inhibitor

### MiR-483-5p Alleviates Brain Injury and Improves Neurological Function After Cardiac Arrest in Rats

We established a miR-483-5p overexpression group and miR-483-5p inhibition group in rats via intracranial injection of adeno-associated viral vectors. Four weeks later, qPCR was used to determine miR-483-5p expression in each group (Fig. 6A). Furthermore, we measured the mRNA expression of TNFSF8 and miR-483-5p in the rat hippocampus after cardiopulmonary resuscitation. MiR-483-5p expression increased 12 h after cardiopulmonary resuscitation but was decreased at 24 h. TNFSF8 mRNA levels increased significantly after cardiopulmonary resuscitation (Fig. 6B). Immunofluorescence examination of TNFSF8 protein expression in the rat hippocampus was performed, and the result was consistent with that obtained for the mRNA expression. Negligible protein expression of TNFSF8 was detected in the normal rat hippocampus. In contrast, clear expression of TNFSF8 was observed on some of the hippocampal neurons of rats after cardiac arrest (Fig. 6C). Upregulating miR-483-5p inhibited the protein expression of TNFSF8, while inhibiting miR-483-5p increased the protein expression of TNFSF8 after cardiac arrest (Fig. 6C). Representative pictures showing H&E staining, Nissl staining, and TUNEL staining are displayed in Fig. 6D. HE staining revealed that hippocampal neurons in the CA1 region in the sham group were arranged in an orderly manner with normal structures, obvious nucleoli, and clear nuclei and abundant cytoplasm. Many swollen neurons with loosened structures, karyopyknosis, and vacuolar structures were observed in the miR-NC group after CA. The pathological changes in hippocampal neurons were ameliorated in the miR-483-5p group. After CA, the miR-483-5p inhibition group showed more obvious hippocampal damage than the miR-NC inhibition group. As shown by Nissl staining, the number of positive neurons in the CA1 hippocampus was significantly decreased after CA (*P* < 0.05) and was significantly increased after administration of miR-483-5p (*P* < 0.05). Neuronal apoptosis was detected by TUNEL assay, and the positive cells were stained red; miR-483-5p directly attenuated CA-induced hippocampal neuronal apoptosis in cardiac arrest. A Morris water maze test was performed and the neuropathy diabetes score (NDS) was determined to assess neurological function and memory 24 h after CA. Compared with the miR-NC group, the miR-483-5p group showed a higher NDS score (Fig. 6E). There was no difference in the baseline latency time to target for the rats in each group before CA. The miR-483-5p group rats found the target platform faster, indicating good neural function. The miR-483-5p inhibition group spent a long time finding the platform (Fig. 6F).

**Fig. 6:**
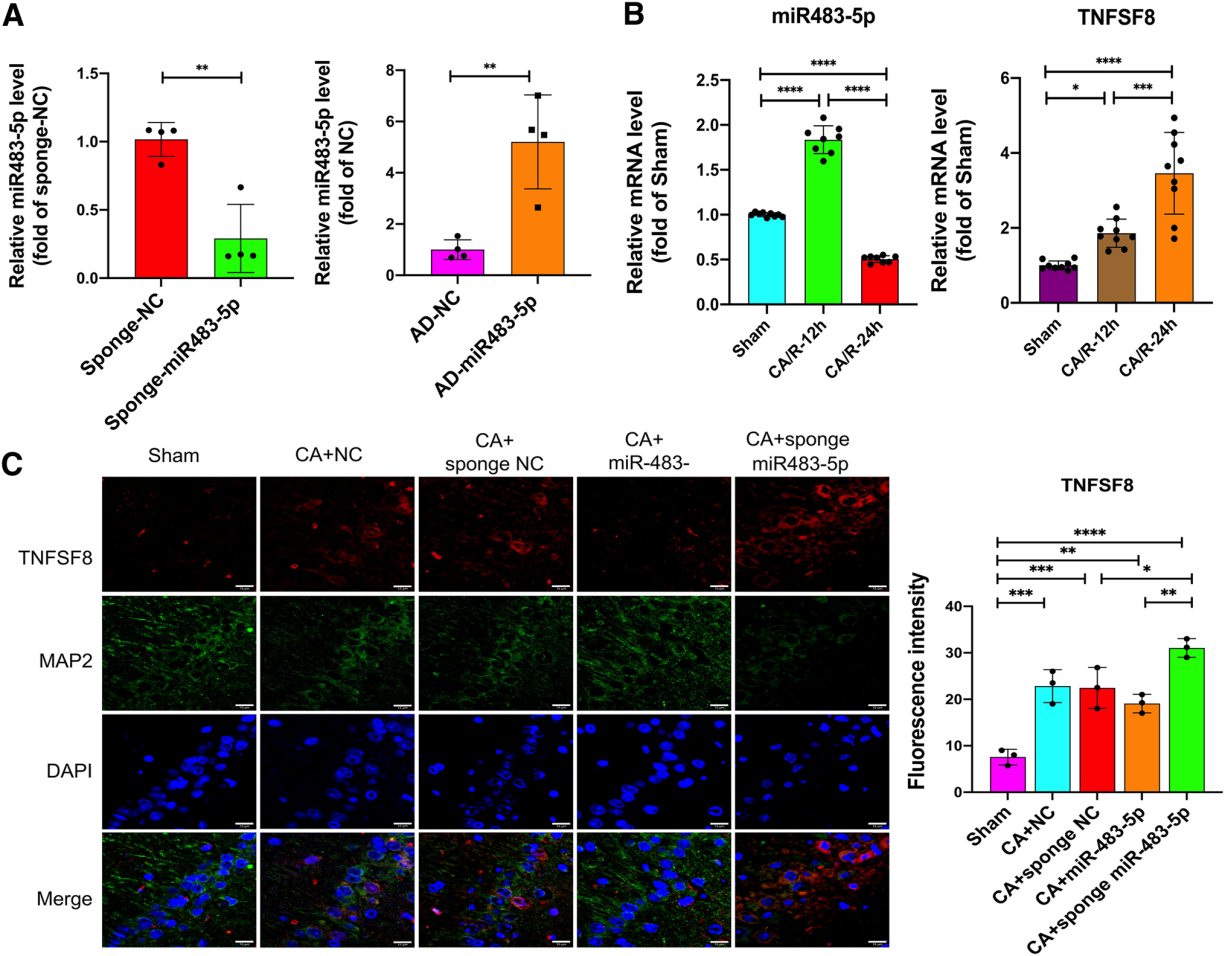

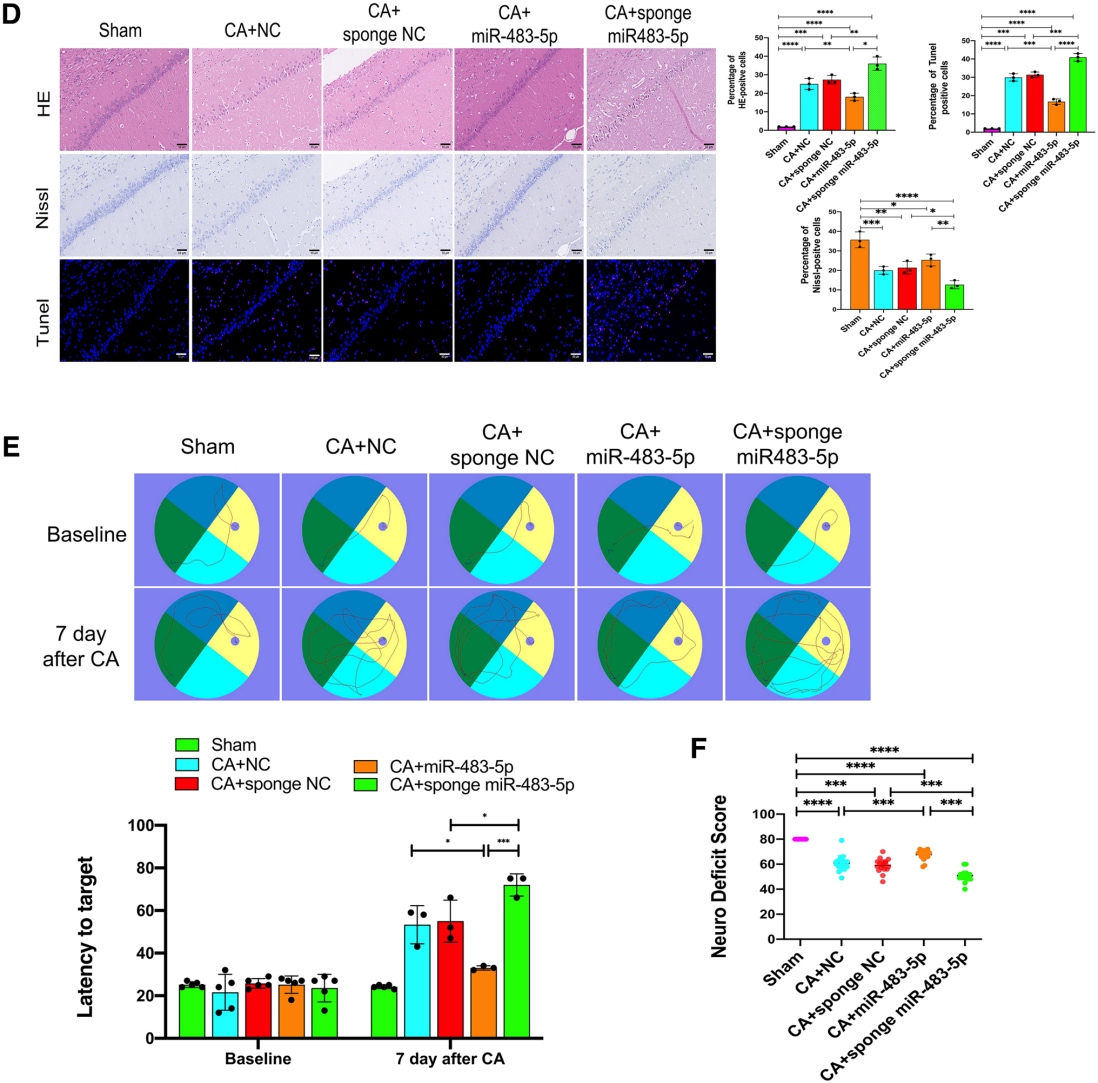
MiR-483-5p alleviates brain injury after cardiac arrest in rats. **A** Expression of adeno-associated virus carrying miR-NC, miR-483-5p, sponge miR-NC, and sponge miR 483-5p in rat hippocampus 4 weeks after transfection, as determined by qPCR, *n* = 2; technical replicates = 2. **B** Expression of miR-483-5p and tnfsf8 mRNAs in the rat hippocampus 24 h after cardiopulmonary resuscitation. **C** Immunofluorescence assay for TNFSF8 protein detection in the rat hippocampus, Scale bar: 15 μm, *n* = 3. **D** HE staining, Nissl staining, and TUNEL staining of hippocampal tissues in the CA1 region of rats from each group, Scale bar: 50 μm, *n* = 3. **E**, **F** An NDS score was obtained and a Morris water maze test was performed to assess spatial and related forms of learning and memory after cardiac arrest for 24 h, *n* = 3. The data are expressed as the mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001

### miR-483-5p Improves Mitochondrial Biogenesis and Reduces Oxidative Stress-Induced Apoptosis in Rats After Cardiac Arrest

A flow cytometry-based assay with the cationic dye JC-1 was performed to measure mitochondrial membrane potential (MMP) in hippocampal tissue. The MMP was quantified by measuring the green-shifted monomers in the FL-1 channel and the redshifted JC-1 aggregates in the FL-2 channel. The results showed that the MMP of hippocampal tissue decreased, as indicated by enhanced green fluorescence after CA, while miR-483-5p inhibited the generation of green fluorescence (Fig. 7A). The mitochondria exhibited an intact outer membrane and dense cristae in the sham group; however, the mitochondria were clearly impaired, as indicated by fuzzy cristae and matrix swelling, after CA in the miR-NC and miR-NC inhibition groups. Overexpression of mR483-5p improved the mitochondrial morphology, that is, the mitochondrial cristae were distinct and little swelling in the matrix was observed compared with those in the model group. Moreover, the mitochondrial cristae and matrix in the miR-483-5p inhibition group were more severely damaged than those in the miR-NC inhibition group (Fig. 7B). Performing western blot assays, we evaluated the effects of miR-483-5p on mitochondrial biogenesis and apoptosis after CA. The results showed that the protein expression levels of p-AMPK, PGC-1α, NRF1, Bal-2, and TFAM were significantly decreased in the CA group compared with those in the sham group (*P* < 0.05). In the miR-483-5p group after CA, the protein expression levels of p-AMPK, PGC-1α, NRF1, Bal-2, and TFAM were markedly increased compared with those in the miR-NC group (miR-483-5p inhibition reversed these effects, *P* < 0.05). Upregulated expression of miR-483-5p suppressed the expression of the proapoptotic proteins Bax and cleaved caspase 3 following cardiopulmonary resuscitation while increasing the expression of the antiapoptotic protein Bcl-2 (*P* < 0.05). The sponging miR-483-5p led to the opposite result: apoptosis (Fig. 7C). Additionally, we determined the oxidative stress level in the rat hippocampus for each rat group. Following cardiac arrest, the oxidative stress levels in the rat hippocampus increased significantly with increased LDH levels; however, MDA and SOD activity and LDH levels were reduced in the miR-483-5p group (Fig. 7D).

**Fig. 7:**
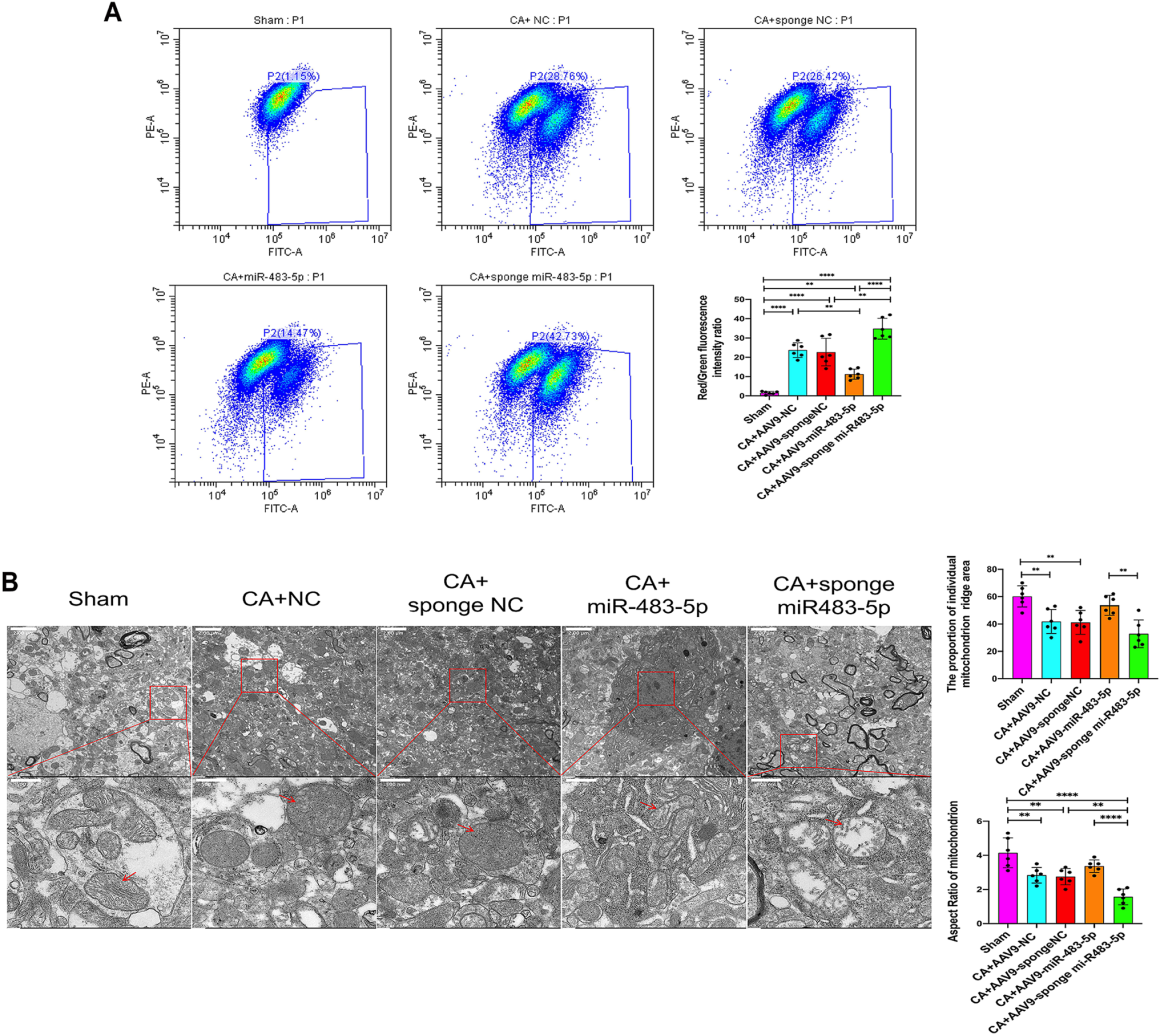

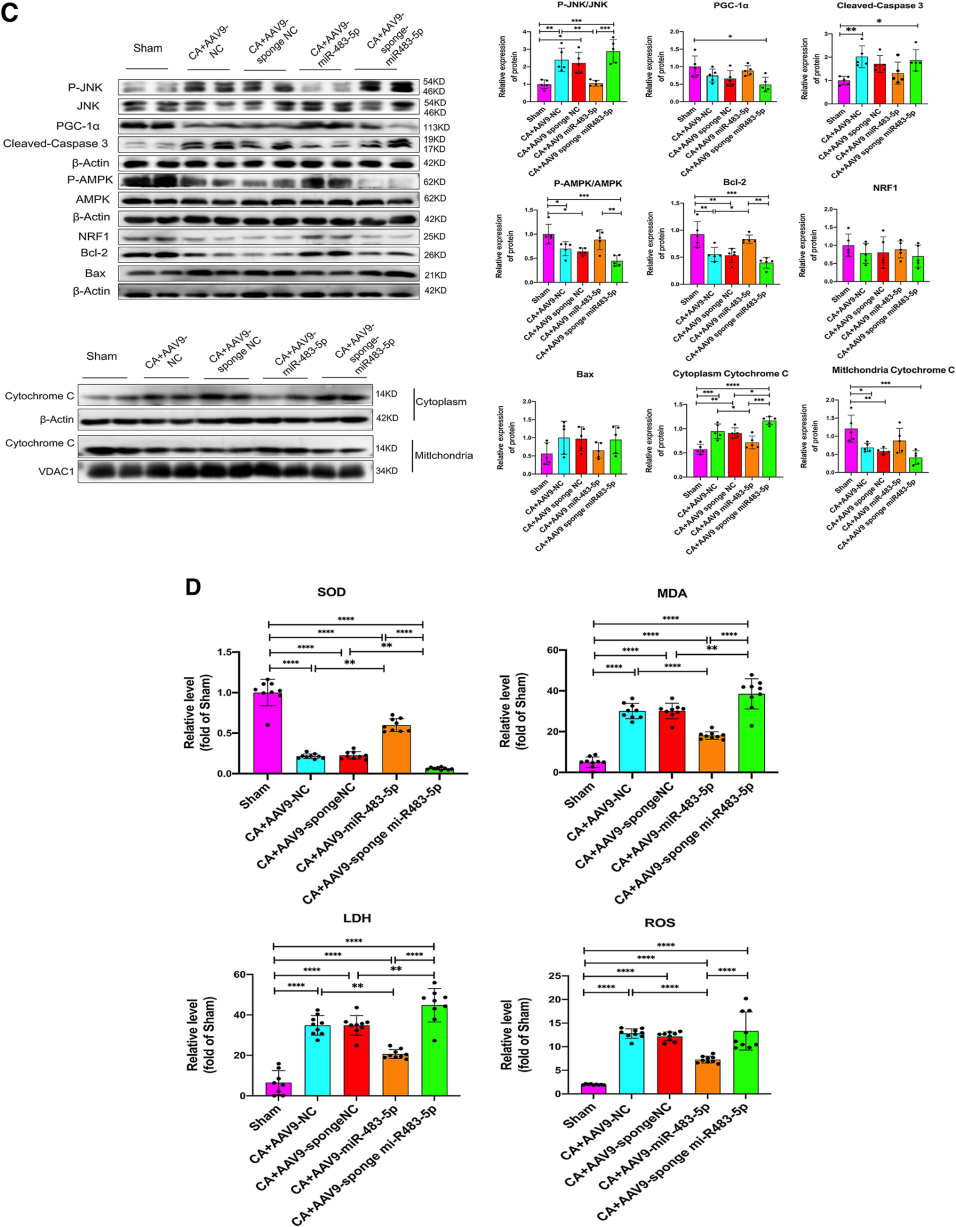
MiR-483-5p alleviates brain ischemia–reperfusion injury by inhibiting excessive mitochondrion-dependent apoptosis, promoting mitochondrial biogenesis, and decreasing oxidative stress in rats. **A** Changes in mitochondrial membrane potential was assessed by adding JC-1 to hippocampal neurons, *n* = 3; technical replicates = 2. **B** Electron microscopy revealed the morphology of mitochondria in the rat hippocampus after cardiac arrest (red arrow: mitochondrion with an intact outer membrane and dense cristae, severely impaired mitochondria with fuzzy cristae and swelling matrix (Above scale bar: 2.00 μm; below scale bar: 500 nm), *n* = 3; technical replicates = 2. **C** The expression of proteins related to mitochondrial biogenesis and apoptosis in rat hippocampal tissues from each group was measured by Western blotting, *n* = 5. **D** SOD and MDA activity and ROS and LDH levels were measured in hippocampal tissues after cardiac arrest, *n* = 3; technical replicates = 3. The data are expressed as the mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001

## Discussion

Delayed brain mitochondrial dysfunction during ischemia‒reperfusion is the main reason for the severity of neurological injury (Kohlhauer et al. 2021). In the present study, our results revealed a close relationship between mitochondrial function and brain function after cardiac arrest. Indeed, mitochondrial homeostasis is necessary to maintain neuronal homeostasis as neurons have a high energy demand. In addition, mitochondria are the main sources of reactive oxygen species. Our study showed that miR-483-5p targets TNFSF8 to protect against neurological impairment by promoting mitochondrial biogenesis and reducing oxidative stress damage (Fig. 8).

**Fig. 8:**
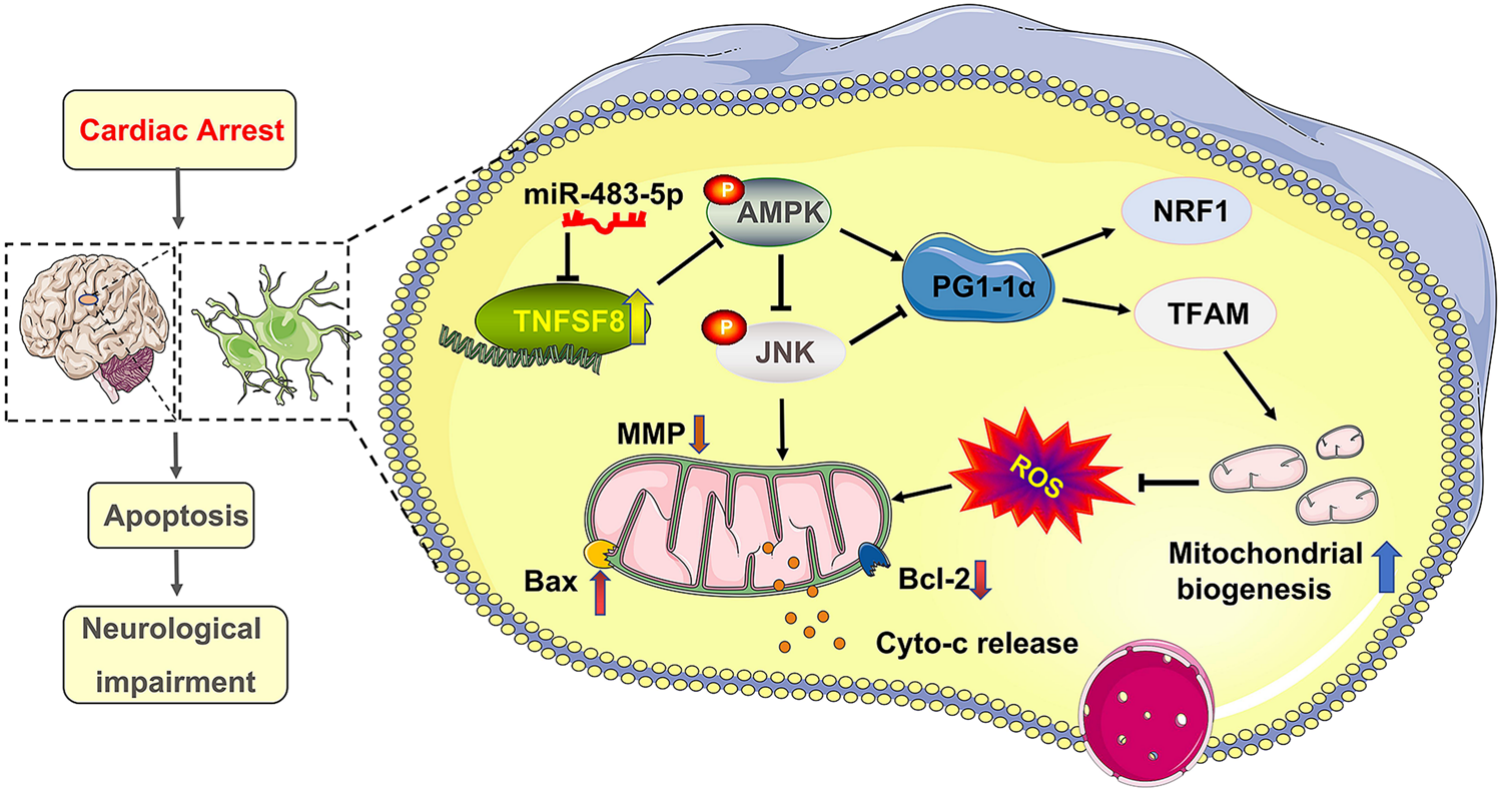
Hypothetical mechanism through which miR-483-5p attenuates ischemia‒reperfusion injury after cardiopulmonary resuscitation. miR-483-5p promotes mitochondrial biogenesis and reduces apoptosis via the TNFSF8/AMPK/JNK pathway

Postcardiac arrest brain injury (PCABI) caused by subsequent brain reperfusion following resuscitation is the leading cause of mortality and long-term disability. MicroRNAs have recently emerged as potential biomarkers of neurological prognosis, and they are also therapeutic targets in cardiac arrest diseases (Devaux et al. 2015). In this study, we focused on identifying the alteration of miRNAs and exploring their possible mechanisms after cardiac arrest. The logistic regression analysis revealed a strong association between miR-483-5p expression and neurological prognosis for CA patients (Fig. 1C). This finding was consistent with prior research showing that miR-483-5p was closely related to neurological disease. Nagaraj et al. found that miR-483-5p was the most abundant miRNA in blood plasma, specifically in prodromal and early-stage Alzheimer’s disease (AD) patients, and upregulation of miR-483-5p decreased phosphorylation of neuronal microtubule-associated protein Tau, suggesting that it plays a neuroprotective role in AD pathology (Nagaraj et al. 2021). Expression of miR-483-5p promotes insulin-like growth factor-II (IGF-II) transcription, which is associated with neurogenesis and differentiation (Vazquez et al. 2013; Zhu et al. 2019).

To date, the role played by miR-483-5p in ischemic disease remains uncertain. Our study found that miR-483-5p exerts a protective effect by reducing ischemia‒reperfusion injury in PC12 cells and improving neurological outcomes after CA in rats. Then, we investigated the potential mechanism of miR-483-5p. After ischemia‒reperfusion, miR-483-5p promoted mitochondrial biogenesis by upregulating the protein expression of PGC-1α, inhibited the production of ROS, and reduced the mitochondrion-dependent apoptosis rate both in vivo and in vitro. Furthermore, miR-483-5p significantly increased the phosphorylation of AMPK while decreasing the phosphorylation of JNK. These data showed that miR-483-5p treatment exerted a strong neuroprotective effect after cardiac arrest.

Multiple mitochondria-related mechanisms have been proposed to play essential roles in brain ischemia–reperfusion (I-R) injury. Mitochondrial dysfunction following ischemic stroke results in the loss of mitochondrial membrane potential, generation of ROS, and activation of intrinsic apoptosis (Li et al. 2018). In animal models, some therapeutic interventions targeting mitochondrial dysfunction have proven effective for brain injury following cardiopulmonary resuscitation. For example, palmitic acid therapy after CA inhibited neuroinflammation and mitochondrial dysfunction, improving neurological function (Wu et al. 2021). PD98059 protected cerebral cortex mitochondrial structure, increased survival rates and neurological deficit scores, and reduced the rate of mitochondrial permeability transition pore opening (Zheng et al. 2020). Therefore, mitochondria have become increasingly important targets for therapeutic interventions in cardiac arrest-induced brain injury.

Increasing evidence shows that the promotion of mitochondrial biogenesis protects neurons against mitochondrial insults and improves neurological outcomes after cardiac arrest in rats (Pan et al. 2014; Wang et al. 2016). PGC-1α has been reported to be a major regulator of mitochondrial biogenesis by inducing biogenesis via the activation of different transcription factors, including nuclear respiratory factor 1 (NRF 1) and mitochondrial transcriptional factor A (TFAM) (Piccinin et al. 2019). Increased PGC-1α expression was associated with a reduction in ROS production and a subsequent increase in mitochondrial biogenesis (Sharma et al. 2015). Evidence has also shown that increased mitochondrial ROS downregulated mitochondrial biogenesis (Chevtzoff et al. 2010), while upregulating the expression of PGC-1α, increasing the expression of components of the mitochondrial ROS defense system, such as glutathione peroxidase or SOD, in neural cells, thus protecting neural cells from oxidative stress-mediated death (St-Pierre et al. 2006). Our data showed that the PGC-1α, NRF 1, and TFAM protein expression levels were increased in the rat hippocampi overexpressing miR-483-5p after ROSC, and this outcome was accompanied by an excellent neurological prognosis. This finding indicates that miR-483-5p induced mitochondrial biogenesis and promoted recovery from I-R brain injury. Notably, miR-483-5p has been shown to regulate mitochondrial dynamics in other contexts. Fan et al. and Tian et al. showed that miR-483-5p attenuated mitochondrial fission and cisplatin sensitivity and inhibited apoptosis in tongue squamous cell carcinoma (Fan et al. 2015; Tian et al. 2019a, b). Moreover, miR-483-5p promoted the expression of PPAR-γ, which participates in the regulation of mitochondrial biogenesis (Wang et al. 2022). Our results demonstrate that miR-483-5p affects brain injury after cardiac arrest by regulating mitochondrial biogenesis.

TNFSF8 functions through its interaction with CD30 and is reported to be a death ligand that induces the apoptosis and proinflammatory factor production (Ruggeri et al. 2002; Tur et al. 2009). Although TFNSF8 is rarely expressed in normal tissues and cells except when the immune system is activated (Abdalla et al. 2004), the expression of TNFSF8 has been widely detected in many tissues and cells that are under stress conditions. TNFSF8 was expressed in the cardiac myocytes of mice with myocarditis, and TNFSF8 was found to be moderately or highly abundant on ventricular myocytes after treatment with IFN-γ (Seko et al. 1999). Additionally, TNFSF8 has been observed in thyroid epithelial (follicular) cells, yolk sac carcinoma, and embryonal carcinoma (Pera et al. 1997; Ruggeri et al. 2002). Our study confirmed that TNFSF8 is expressed in hippocampal neurons. Although protein expression was relatively low in normal neurons, TNFSF8 protein expression was significantly increased and caused damage in hippocampal neurons after cardiac arrest. TNFSF8 was detected on PC12 cells. Furthermore, we demonstrate that TNFSF8 was the target gene of miR-483-5p and that inhibiting the expression of TNFSF8 played a neuroprotective role after cardiac arrest. The inhibition of TNFSF8 expression alleviated mitochondrial injury and induced mitochondrial biogenesis.

AMP-activated protein kinase (AMPK) is a highly conserved serine/threonine protein kinase and a key regulator of energy homeostasis and cell survival under inflammatory and oxidative stress conditions (Sun et al. 2013). A study documented that AMPK inactivation or activation due to oxidative stress was involved in ischemic brain damage (He et al. 2020a, b). Activated AMPK can be measured to monitor mitochondrial function because it regulates the expression of peroxisome proliferator-activated receptor-γ coactivator (PGC)-1α, attenuating neuronal injury after ischemia‒reperfusion (Tian et al. 2019a, b). Jun N-terminal kinase (JNK) activation induced ROS-modified mitochondrial fission and increased the mitochondrion-dependent apoptosis rate (Chen et al. 2021; Zhang et al. 2020a, b). Our results show that upregulating TNFSF8 inhibited the activation of AMPK while increasing the activity of JNK. JNK phosphorylation was suppressed in cells treated with the AMPK activation inhibitor doxorubicin. This finding indicated that JNK may be a downstream target of AMPK. The harmful effect of TNFSF8 was offset by treatment with the JNK activation inhibitor d-epigalbacin. This outcome suggested that TNFSF8 may function through the AMPK/JNK pathway. Some studies have shown that the AMPK/JNK pathway is related to the regulation of ROS generation and apoptosis. Lou et al. observed that inhibiting oxidative stress-induced mitochondrion-dependent apoptosis through the AMPK/JNK signaling pathway enhanced cardiac function (Lou et al. 2021). Chen et al. showed that metformin attenuated cadmium-induced neuronal apoptosis in vitro by blocking the AMPK/JNK signaling pathway (Chen et al. 2020). These results were consistent with those in our study. We found that when AMPK and JNK activity were both inhibited, the protein expression of PGC-1a, NRF1, and TFAM remained high, suggesting that the potential regulatory mechanisms between AMPK/JNK and the PGC-1α pathway are complex. To some extent, inhibition of JNK activity promoted PGC-1α protein expression. Zheng et al. reported that inhibition of JNK indirectly increased PGC-1α expression by upregulating PPAR-α (Zheng et al. 2017).

Our study was exploratory and had some limitations. The study showed that miR-483-5p suppressed the expression of Caspase 6 in PC12 cells. Caspase 6 is related to cognitive impairment and inflammation in the brain (Flores et al. 2022). However, Caspase 6 is not the direct target of miR-483-5p. Moreover, miR-483-5p reduced the expression of ATN1 and USP25. ATN1 mutation has been associated with neurodevelopment. Overexpression of USP25 resulted in microglial activation and induced synaptic and cognitive deficits (Zheng et al. 2021). Although ATN1 and USP25 carry potential binding sites for miR-483-5p, no further verification was performed. These results suggest that the neuroprotective mechanisms of miR-483-5p are multifaceted, and more research is needed.

## Conclusion

In conclusion, the present study revealed that the miR-483-5p/TNFSF8/AMPK/JNK axis was critically involved in mitochondrial dysfunction in ischemia‒reperfusion injury in vivo and in vitro. MiR-483-5p targets TNFSF8 to protect against neurological impairment by promoting mitochondrial biogenesis and reducing oxidative stress damage. These results indicate that miR-483-5p may be a new therapeutic target for improving neural function following cardiopulmonary resuscitation.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

## Data Availability

The data that support the findings of this study are available from the corresponding author, Xiao-Xing Liao, upon reasonable request.

# Supplementary material for: Neuroprotective Effect of miR-483-5p Against Cardiac Arrest-Induced Mitochondrial Dysfunction Mediated Through the TNFSF8/AMPK/JNK Signaling Pathway
**Source:** Cell Mol Neurobiol. 2022 Oct 20;43(5):2179–202. doi: 10.1007/s10571-022-01296-3
**Supplement:** Supplementary file 1 — Supplementary file1

**Supplementary data**

Figure-S1

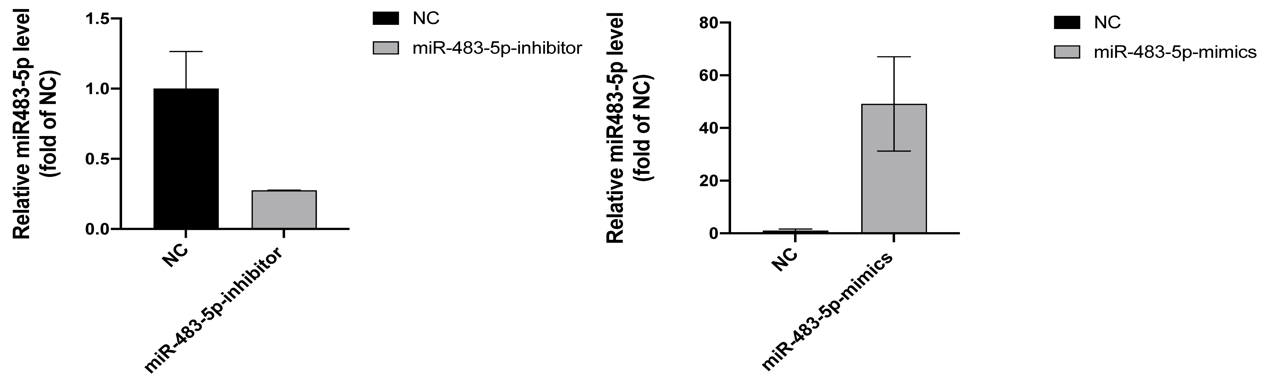

**Figure S1.** Expression of miR-483-5p after transfected with miR-NC mimics,miR-483-5p mimics, and miR-NC inhibitor, miR-483-5p inhibitor(n=3).

**Figure S2.**

**Figure S2.**  Binding sites between miR-483-5p and possible target gene ATN1， USP25.

Figure S2.

**Figure S3.** The protein expression of TNFSF8, USP25, and ATN1 in PC12 cells transfected with a small interfering RNA oligonucleotide(n=3).

How the deposited data were processed for this re-analysis (not part of the article)

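RNA was sequenced from PC12 cells in 3 groups of 3 libraries: control, OGD/R, and OGD/R after transfection with miR-483-5p mimics. Groups and replicate numbers were taken from the sample labels. The authors removed low-quality reads, adapters and poly-N reads, estimated expression with RSEM and deposited FPKM values, 1 per gene and library, rounded to 2 decimals. The authors used edgeR for their own comparisons between 2 groups. The labels name 2 different library kits without saying which libraries each was used for. One culture detail in the labels is not reported here.

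FPKM values are not counts, so the comparisons were made with limma (version 3.58.1, in R version 4.3.3) on log2(FPKM + 0.1), with lmFit and eBayes with a mean-variance trend. All 9 libraries entered 1 fit with 3 groups and 6 residual degrees of freedom, and p-values were adjusted by the Benjamini-Hochberg method over the 19394 features above 0 in at least 1 library. The other 4032 features were at 0 in all libraries. Tests were two-sided. The paper's criteria, an absolute log2 ratio of at least 1 and an unadjusted p under 0.05, were counted beside the adjusted results. Tested on simulated data without any mimic change except in 200 features with a mean of at least 1 FPKM, the same fit recovered 161 of the 200 when the log2 change was 1 (19385 features tested, 10 false calls) and 193 when it was 2 (19378 features tested, 13 false calls). Simulated values took, for each feature, the control mean and 1 joint mean of the OGD/R and mimic libraries. Noise was independent per feature, with the moderated standard deviation of the fit. The simulated libraries hold no resemblance across groups such as that of OGD/R replicate 3 with mimic replicates 1 and 2. The recovery therefore need not hold for the deposited values.

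Total depth is unknown from FPKM. Relative depth was estimated from the steps between low values, using 685 features above 0 in at most 6 libraries and with no value above 0 lower than 0.08 FPKM. Of 4551 ratios between libraries, 13.3% fell within 0.05 (log2) of the fitted depths, against 2.8% for random depths. The fitted depths were chosen to make this share as large as possible, so its excess over random depths is not a test of them. RSEM divides reads between genes, so most values are not whole steps, and the estimates are rough: their bootstrap standard deviation was 0.06 to 0.19.

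The pairing of replicate numbers comes from the labels, and it was checked by correlating the deviations of libraries from their group means. Processing alternatives were other pseudocounts (1 and 0.01), filters on mean FPKM (0.1 and 1), quantile normalization, upper-quartile scaling, fits of only the 2 groups compared, a replicate block, and leaving out each library in turn. Other groupings of the libraries were counted for each result of the fit.

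The features named are those with the largest absolute log2 fold change each way in each comparison, among features with an adjusted p under 0.05 or, where there were none, among those meeting the paper's criteria, with a mean of at least 1 FPKM over the 9 libraries and no overlap between the libraries of the 2 groups. The rule, set before the data were examined, allowed up to 5 each way. Only 1 each way is printed, since the identifiers have no names here. The rule also listed the 11 genes of the paper, the other genes of Fig. 4A and the genes of the proteins the paper measured. These were not analysed here, because the files list identifiers without symbols and 0 of the 23426 identifiers matched the RefSeq gene table. For the same reason, the planned tests of hypoxia and interferon gene lists were not run. The planned test of miR-483-5p seed sites was not run because 3'UTR sequences were not used here, and the enrichment of Fig. 4B was not repeated.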

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

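The test of detection described here was chosen after the detection of assembled loci in each library had been seen. The test of expression level was chosen before.

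The files hold 1389 features with identifiers of assembled loci in place of Ensembl gene identifiers, and the paper does not report on them. Between OGD/R and control, 635 of the 1388 tested had an adjusted p under 0.05 with limma, 320 higher and 315 lower after OGD/R, which drew attention to them as a signal in features outside those the paper discusses. Their share past the threshold was 45.7%, against 46.0% of the Ensembl features, so assembled loci were not called more often. They differed in direction: 50.4% of their calls were higher after OGD/R, against 34.0% for Ensembl features. Between mimics and OGD/R, none of the assembled loci had an adjusted p under 0.05, nor had any of the 19394 features (1333 features had an unadjusted p under 0.05). To weigh expression level, their median log2 fold change of 0.03 was set against 10000 random lists of Ensembl features matched on mean expression. The lists had a median of -0.19 (95% of lists from -0.25 to -0.14), and the assembled loci lay at the 100th percentile, so expression level alone does not account for the shift. To weigh library depth, the rise in detection between control and OGD/R was compared. Detection of assembled loci rose by 5.79 percentage points, from 90.8% to 96.6%, against 2.59 points in matched lists (95% of lists from 1.85 to 3.31), again at percentile 100. Because the lists were matched on mean expression, a larger rise in detection restates the shift in direction, and detection also depends on feature length, so the pattern cannot be told apart from a difference in depth. The median of the assembled loci was above that of all features under each scaling: 0.03 against -0.06 as deposited, 0.17 against -0.004 after quantile normalization, and 0.26 against 0.05 after upper-quartile scaling. Feature length, GC content, unspliced or repeated sequence, and a different library kit per group were not tested, so the pattern cannot be told apart from these, and no biological explanation was tested beyond the OGD/R grouping itself.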

How the results depend on the processing

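Relative depth as a covariate was chosen after seeing the data. With it, 3881 features had an adjusted p under 0.05 between OGD/R and control, 2647 differed among the 3 groups by limma's F test, and 9 were higher after OGD/R and lower with mimics. Between mimics and OGD/R, 0 features had an adjusted p under 0.05 (1067 at an unadjusted p under 0.05) and 159 met the paper's criteria. The control libraries had the lowest relative depths, so this covariate and the OGD/R grouping overlap. Between OGD/R and control, 8913 features had an adjusted p under 0.05, and among the 3 groups 9123 did by limma's F test. Both counts stayed within 1.5 times under each alternative set before the data were examined, from 7576 to 8952 and from 7414 to 9853. The F test needs all 3 groups, so the fits of only 2 groups were not run for it. The slope of the mimic change on the OGD/R change (0.068) stayed within its spread, from 0.031 to 0.093.

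Most of the other changes were in results that involve mimics. The cause was not tested for any change. With a pseudocount of 1, the paper's criteria were met by 1729 features between OGD/R and control (3484 with 0.1) and by 12 between mimics and OGD/R (159 with 0.1), while 0 were higher after OGD/R and lower with mimics (17 with 0.1) and 1 was lower and then higher (19 with 0.1). With a pseudocount of 0.01, 9 features had an adjusted p under 0.05 between mimics and OGD/R, 439 met the paper's criteria, and 68 and 62 showed the 2 opposite patterns. Of these, 15 and 17 were among the 17 and 19. With a mean of at least 1 FPKM required, 25 features met the paper's criteria between mimics and OGD/R, and the 2 patterns held 0 and 5. After quantile normalization, 12 features were lower after OGD/R and higher with mimics. With only the 2 groups compared in each fit, 2 features had an adjusted p under 0.05 between mimics and OGD/R, and the patterns held 8 and 10. With the replicate block, the counts were 8147 and 3469 between OGD/R and control, 0 and 174 between mimics and OGD/R (1044 at an unadjusted p under 0.05), 21 and 22 for the patterns, and 8159 for the F test. None of them changed by more than 1.5 times.

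Across the 9 fits that each left out one library, the features with an adjusted p under 0.05 between mimics and OGD/R numbered 0 to 11, those meeting the paper's criteria 155 to 436, those higher after OGD/R and lower with mimics 16 to 39, and those with the opposite pattern 14 to 36. The 436 came without OGD/R replicate 3. The log2 fold changes of the named features kept their direction and their side of the threshold in the 40 comparisons in which the alternative moved the fold change. In 28 others the alternative left the fold change itself as it was, so its direction could not change there. The sizes for named features with libraries at or near 0 moved with the pseudocount. Scaling moved the median log2 fold change of OGD/R against control by over 0.1, and the share of features higher after OGD/R was 35.1% as deposited, 45.3% after quantile normalization and 53.4% after upper-quartile scaling. Among features meeting the paper's criteria with mimics, the higher share was 71.1% as deposited, 56.2% after quantile normalization and 74.2% after upper-quartile scaling.

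The tests of the 11 genes, of the hypoxia and interferon lists and of seed sites were not run, nor were their alternatives. Total depth is unknown, which limits what can be said of features under 1 FPKM, where most features with opposite changes lie.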

Other observations

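The tests of the resemblance between libraries were chosen after that resemblance was seen. The counts over other groupings and the simulations without a mimic change were chosen before.

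OGD/R replicate 3 resembled mimic replicates 1 and 2, and mimic replicate 3 resembled OGD/R replicates 1 and 2. When the 6 libraries of the 2 groups were divided in each of the 10 possible ways, the division that places OGD/R replicate 3 with mimic replicates 1 and 2 gave 2334 features with an adjusted p under 0.05 by limma, and the other 9, the labelled one included, gave 0 to 5. The labelled division gave 0, with 1333 at an unadjusted p under 0.05. An exchange of the labels of OGD/R replicate 3 and mimic replicate 3 is a possible explanation, but the 2334 features restate the resemblance, so this count cannot tell an exchange from another difference that divides the libraries the same way. A graded response to OGD/R was weighed on 1189 features that differed little between control and the other 6 libraries (an absolute log2 change under 0.1 and an unadjusted p over 0.2). If the libraries differed only in how far they had responded, with all features in proportion, the pattern would be lost there. Correlations of deviations within the 2 sets of libraries exceeded those between them by 0.525, the largest of the 10 divisions. A graded response in proportion alone therefore does not account for the resemblance. The chosen features can include some that lay above control in certain libraries and below it in others. A response of that shape is therefore not excluded. A graded response may still be a part of the resemblance, since the excess was larger, 0.797, among 2305 features that responded to OGD/R. On a line from the control mean (0) to the OGD/R mean (1), the 2 sets also lay apart, at 0.795 to 0.963 against 1.067 to 1.07. The relative depths were 1.13 to 1.21 on one side and 1.23 to 1.38 on the other, a gap smaller than their bootstrap error. Features above 0 (16506 to 16820 against 17113 to 17242) and the upper quartile of their FPKM (24.06 to 24.89 against 22.09 to 22.69) parted the same 2 sets without overlap. Among the 7272 features with a mean of at least 10 FPKM, where depth matters least, the division still gave 1846 features against 0 for the other 9, so depth alone does not account for it either. Scaling did not remove it: the division gave 1858 features after quantile normalization (0 to 5 for the other 9) and 2540 after upper-quartile scaling (0 to 6 for the other 9). A difference in culture, transfection, library kit or batch was not tested. The exchanged grouping is not a condition, and the results by group use the labels as given. Whether the labels of these 2 libraries are right bears on each comparison of mimics with OGD/R.

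The features with opposite changes in the 2 comparisons were set against other groupings. Among 100 assignments of the 9 libraries to 3 ordered groups with 1 library of each number per group, the labelled one included, 71 gave at least 17 features higher and then lower, and 40 gave at least 19 features lower and then higher. Exchanging the first and last group leaves both counts the same, so the 100 assignments include repeats and the shares are rough. Most of these assignments mix control and OGD/R libraries. With the controls kept, 18 and 6 of the 20 ordered divisions of the other 6 libraries gave as many, though 20 divisions cannot give a share under 0.05. In 20 simulated sets with an OGD/R change and no mimic change, the mean was 31.8 features higher and then lower (22 to 42), above the 17 in the files, and 13.1 lower and then higher (4 to 19), where the files hold 19. Such features can therefore arise without a mimic change. The same OGD/R libraries enter both comparisons, but whether this is the reason was not tested. The simulations did not match the files in other counts. Between mimics and OGD/R, 97 to 136 simulated features met the paper's criteria, fewer than the 159 in the files, and 10134 to 10278 had an adjusted p under 0.05 between OGD/R and control, more than the 8913 in the files. They drew independent noise per feature, and they leave open whether some of the 159 changed with mimics.

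Of the 4 divisions of the OGD/R and control libraries that part each pair with the same number, 1 gave at least 8913 features with an adjusted p under 0.05, the labelled one, and 1 gave at least 3484 by the paper's criteria. The other 3 mix control and OGD/R libraries and gave 1 or 2 features with an adjusted p under 0.05. For mimics against OGD/R, all 4 such divisions gave at least the 0 features of the labelled one (1333 at an unadjusted p under 0.05), and 2 of the 4 gave at least its 159 by the paper's criteria. With 4 divisions, no share under 0.05 can be reached. Of the 36 divisions of the 9 libraries into 3 groups with 1 library of each number, 3 gave at least the 9123 features of limma's F test. The other 2 also keep the controls together and differ only in how they divide the OGD/R and mimic libraries, so the F test reflects the difference from control and does not part mimics from OGD/R.

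The mimic libraries did not lie closer to the controls. With each library placed on the line from the control mean (0) to the OGD/R mean (1), leaving that library out of the means, the mimic libraries lay at 1.07, 1.07 and 0.96 and the OGD/R libraries at 0.95, 0.80 and 1.07 (two-sided exact permutation test, p = 0.3, where the smallest p for 3 against 3 is 0.1). Of the features that differed between OGD/R and control with an adjusted p under 0.05 by limma and lay on the same side of control with mimics, 3411 had a smaller change from control with mimics than after OGD/R and 5476 a larger one. Across the 11798 features with a mean of at least 1 FPKM, the slope of the mimic change on the OGD/R change was 0.068 with different OGD/R libraries on the 2 sides, with a standard deviation of 0.061 over the 3 choices of library, where a return towards control would give a negative slope. Genes are not independent replicates, and these values rest on the labels as given.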
